# Genomic Responses to Arsenic in the Cyanobacterium *Synechocystis* sp. PCC 6803

**DOI:** 10.1371/journal.pone.0096826

**Published:** 2014-05-05

**Authors:** Ana María Sánchez-Riego, Luis López-Maury, Francisco Javier Florencio

## Abstract

Arsenic is a ubiquitous contaminant and a toxic metalloid which presents two main redox states in nature: arsenite [As^III^] and arsenate [As^V^]. Arsenic resistance in *Synechocystis* sp. strain PCC 6803 is mediated by the *arsBHC* operon and two additional arsenate reductases encoded by the *arsI1* and *arsI2* genes. Here we describe the genome-wide responses to the presence of arsenate and arsenite in wild type and mutants in the arsenic resistance system. Both forms of arsenic produced similar responses in the wild type strain, including induction of several stress related genes and repression of energy generation processes. These responses were transient in the wild type strain but maintained in time in an *arsB* mutant strain, which lacks the arsenite transporter. In contrast, the responses observed in a strain lacking all arsenate reductases were somewhat different and included lower induction of genes involved in metal homeostasis and Fe-S cluster biogenesis, suggesting that these two processes are targeted by arsenite in the wild type strain. Finally, analysis of the *arsR* mutant strain revealed that ArsR seems to only control 5 genes in the genome. Furthermore, the arsR mutant strain exhibited hypersentivity to nickel, copper and cadmium and this phenotype was suppressed by mutation in *arsB* but not in *arsC* gene suggesting that overexpression of *arsB* is detrimental in the presence of these metals in the media.

## Introduction

Arsenic is an ubiquitous toxic metalloid and a human carcinogen that causes serious health problems in many places of the world where arsenic contents in drinking water are well over the recommended limits [1]. Arsenic is present in two biologically active forms, arsenate [As^V^] and arsenite [As^III^], depending of the redox potential of the environment. Arsenate is a phosphate analog, enters the cells through phosphate transporters and its toxicity is mediated by replacing phosphate in essential biochemical reactions such as oxidative phosphorylation and glycolysis [2], [3], [4], [5]. The resulting arseno-compounds are extremely labile and hydrolyze spontaneously at milliseconds rates making them unable to be used by living organisms [2], [3], [4], [5], [6]. On the other hand, arsenite enters the cell through aquaglyceroporins and exerts its toxicity through binding to dithiols, forming arsenothiols that perturb protein function and that ultimately generate reactive oxygen species (ROS) [7], [8], [9], [10]. Because of the high affinity for sulfur, arsenite is able to bind to the main redox buffer in the cells, glutathione (GSH) forming As^III^-GSH_2_ and depletes its pool [11], thus contributing to ROS generation. Furthermore, phytochelatins, which are GSH polymers (n = 2–16), are well known to contribute to arsenite resistance [12]. Recently, it has been shown that arsenite is able to inhibit protein folding and induce protein aggregates interfering with normal cell function [13], [14], [15]. Despite being toxic, arsenic is also used by some microorganisms as electron acceptor in an anaerobic respiratory chain, electron donor to grow chemo-lithotrophically, and even for anoxigenic photosynthesis [16], [17]. Furthermore, it has been postulated that arsenic played an important role during early life on earth before appearance of oxygen [18], [19].

Because of the wide use and distribution of arsenic compounds, arsenic resistance is wide spread among living organisms. Many resistance systems consist in reduction of arsenate to arsenite followed by export of the latter outside the cell or its transport to the vacuole. Arsenate reduction to arsenite is catalyzed by arsenate reductase, an enzymatic activity carried out by at least three non-related families. These reductases use the thioredoxin, glutaredoxin or mycoredoxin systems as electron donors [20], [21], [22], [23], [24], [25], [26]. Arsenite export is mediated by two families of proteins: ArsB proteins, that are present only in bacteria [27], and Acr3 proteins, which are more widely distributed in different organisms including bacteria, fungi and plants [28], [29]). Another detoxification system that is present from bacteria to animals is arsenic methylation, which conjugates arsenic to methyl groups and can lead to formation of arsenic volatile species [30], [31]. Recently, it has been shown that bacteria are able to survive high arsenate concentrations by a mechanism involving rRNA degradation and selection of a subpopulation that is resistant to arsenate. This mechanism seems to account for the growth of the highly resistant Halomonas GFAJ-1 in media containing arsenate and lacking phosphate [32], [33].

In cyanobacteria arsenic metabolism and resistance is best understood in the model cyanobacterium *Synechocystis* sp. PCC 6803 (hereafter referred to simply as *Synechocystis*). The main arsenic resistance mechanism is mediated by an operon of three genes (*arsBHC*) that is regulated by an unlinked *arsR* homolog [24]. The operon includes an Acr3 arsenite transporter gene, *arsB*, an *arsH* homolog that codes for a FMN-quinone reductase without a clear function in arsenic resistance [24], [34], and an arsenate reductase gene, *arsC*, which codes for a new type of hybrid arsenate reductase that although related to thioredoxin dependent ones, use the glutathione/glutaredoxin system for reduction [21], [22], [23]. At least two other resistance determinants have been described in *Synechocystis*: an additional arsenate reductase from the *E. coli* family (encoded by two nearly identical genes *arsI1* and *arsI2* genes; [23]) and an arsenite methylase gene *arsM* [35]. ArsI is only essential for arsenic resistance in the absence of ArsC, probably due to its low level of expression [23]. The role of ArsM in resistance has not been tested *in vivo*, but *E. coli* strains carrying *arsM* genes from different cyanobacteria are more resistant to arsenite. Furthermore, ArsM is able to methylate arsenite to the volatile trimethylarsine [TMA(III)] using S-adenosyl methionine and glutathione as methyl donors *in vitro* [35].

Here we describe the global genomic responses to both arsenate and arsenite in wild type (WT) *Synechocystis* and mutants affected in the arsenic resistance system. Both treatments induced a very similar response in WT cells, probably due to the highly efficient arsenate reduction mechanism that converts all arsenate into arsenite. Nevertheless, analysis of the responses on a SARS12 strain (that lacks all arsenate reductases) showed a differential regulation of genes involved in metal homeostasis, Fe-S cluster biogenesis and anabolic pathways. The SARSB strain (that lacks the *arsB* arsenite transporter) showed a response similar to the WT strain after 1h. However, this response was sustained in time in the SARSB strain, and transient in the WT strain, and probably reflects the inability of the SARSB strain to detoxify arsenite. On the other hand, the mutant strain lacking the *arsR* gene (the SARSR strain), which expresses the *arsBHC* operon at high levels, did not respond to arsenite and was resistant to both arsenite and arsenate. Surprisingly the SARSR strain also presented sensitivity to nickel, cadmium and copper in the media. This sensitivity depends on the presence of the *arsB* gene, suggesting that overexpression of ArsB leads to altered permeability to metals.

## Results and Discussion

### Responses to arsenate and arsenite are highly correlated in wild type *Synechocystis*

In order to characterize the physiological responses to the presence of arsenic in *Synechocystis* we have performed genome-wide analysis of gene expression in response to both arsenite and arsenate. WT cells were exposed to 1 mM arsenite or 50 mM arsenate for 1 h, RNA was extracted and hybridized to Agilent 15K one-color arrays; control samples from untreated cells were also used for microarray hybridization. These concentrations and sampling times were chosen as they produced growth inhibition without compromising cell viability and showed maximal induction for the *arsBHC* operon [23], [24]. 

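*Synechocystis* is a unicellular, non nitrogen-fixing cyanobacterium. The arrays carried 15204 oligonucleotides against 4094 targets. Of these targets, 3380 had 4 oligonucleotides, 391 had 3, 188 had 2 and 135 had 1. In the array annotation 2903 targets bore the locus tag of a gene, 291 were other models of such a gene, 16 lay antisense to a gene and 884 had no locus tag. RNA of 28 cultures in 10 groups was hybridized in one colour, each to its own array. For the WT strain there were 4 untreated cultures in BG11C (control), 4 cultures after 1 h with 1 mM arsenite in BG11C, 4 untreated cultures in low phosphate BG11C and 4 cultures after 1 h with 50 mM arsenate in low phosphate BG11C. Phosphate was 200 µM in BG11C and 30 µM in the low phosphate medium. The mutant strains SARSB, SARSR and SARS12 had 2 untreated and 2 treated cultures each, with arsenite for the first pair of strains and arsenate for SARS12. All group names are those of the labels given with the arrays. The 28 arrays lay on 6 slides and were scanned in 2 sessions. Scan 1 held 16 arrays on 2 slides, namely WT replicates 1 and 2 and every SARSB and SARSR array. Scan 2 held 12 arrays on 4 slides, namely WT replicates 3 and 4 and every SARS12 array. How much of an array could be measured was taken as the share of its oligonucleotides well above local background. In WT this share was 84.35 to 92.36% on the control arrays (median 86.14%), 60.05 to 99.19% after arsenite (median 86.24%), 86.42 to 96.91% in low phosphate (median 93.96%) and 83.02 to 91.21% after arsenate (median 86.86%). The lowest of these, on 1 WT arsenite array, means that dim targets were measured less well there. The number of arrays, 4 in each WT group and 2 in each mutant group, limits the precision of every value.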

Four independent biological replicates were performed and Limma was used (2.5 fold-change and *P<*0.01) in order to identify differentially expressed genes. 

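The authors deposited the spot intensities of each array as read by Agilent's Feature Extraction software, together with a table of the processed signal after quantile normalization. The values given here were computed from the spot intensities. Spots flagged as outliers by that software, 910 of 425712 (0.214%), were left out. The log2 of the background-corrected processed signal was quantile normalized between the 28 arrays and averaged over the oligonucleotides of each target. limma was fitted to the 4094 targets with a mean for each of the 10 groups, so that all groups shared 1 estimate of the spread. A target was called when its Benjamini-Hochberg adjusted p-value was under 0.01 and its change was at least 2.5-fold. Those are the limits of the paper's results, while its methods give a limit of 0.05 for the p-value, and neither states whether it was adjusted. Levels are log2 signals with the SD between arrays, and log2 fold changes are differences of their means. Ratios of mean linear signals, the scale of the paper's tables, are named as such. A target counted as measured on an array when at least 50% of its oligonucleotides were well above background. Where no array of a group measured a target, only a bound is given. It sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the target's own signal and the lowest signal well above background. Comparisons within a scan came from another limma model with a mean for each group and scan, unless a separate fit is named. They rest on 2 arrays per group. The scan was examined after the values had been seen. With each array scaled to its 75th percentile in place of quantile normalization, the median log2 fold change over all targets moved from 0.09 to 0.29 for WT arsenite, from 0.04 to 0.35 for SARS12 against WT after arsenate, and from 0.08 to 0.35 for arsenate against low phosphate in SARS12. Quantile normalization, used for all values unless said otherwise, sets each array to the same distribution and so gives changes relative to the bulk of targets.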

For the arsenate treatment cells were grown in low phosphate media before arsenate addition (containing only 15% of the normal phosphate which is ∼30 µM) in order to detect growth inhibition by arsenate in the WT strain [23], [24]. Hence, differential expression between BG11C (which is phosphate-replete and contains 200 µM of phosphate) and low phosphate BG11C (30 µM phosphate) was also analyzed. 

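Between the 4 WT arrays labelled control and the 4 labelled low phosphate, limma called 0 of 4094 targets at a Benjamini-Hochberg adjusted p-value under 0.01 and a 2.5-fold change, with 142 targets at an unadjusted p under 0.05. Dropping the adjustment, 3 targets passed the 0.01 limit together with the fold limit. Within a scan, with 2 arrays against 2, the 2 media did differ. In scan 1, 40 targets were called, of which 33 were higher in low phosphate. In scan 2, 227 targets were called, 115 higher and 112 lower. The directions were opposite in the 2 scans. *pstC* (sll0681, array target NT01SS3007, 2639627 to 2640607 on chromosome 1 of the array annotation, whose genome build is not stated) encodes a permease of the phosphate transport system pst-1. It was 3.44 higher on the log2 scale in low phosphate than in control in scan 1 (limma, Benjamini-Hochberg adjusted p = 2.45e-05), and differed by -3.15 in scan 2 (adjusted p = 2.44e-05). slr1248 (1390059 to 1391045), of the pst-2 system, differed by 5.72 in scan 1 (adjusted p = 2.61e-05) and by -9.1 in scan 2 (adjusted p = 1.97e-08). Over the 4 arrays of each group these changes cancelled and left a large spread. *pstC* was 9.70 ± 1.89 (SD, n = 4) in low phosphate and 9.56 ± 1.93 (SD, n = 4) in control, and slr1248 was 5.50 ± 4.10 and 7.19 ± 4.65. Across all targets, which are not independent replicates, the correlation between the scans of the low phosphate minus control difference was -0.62.

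**Figure D1:**
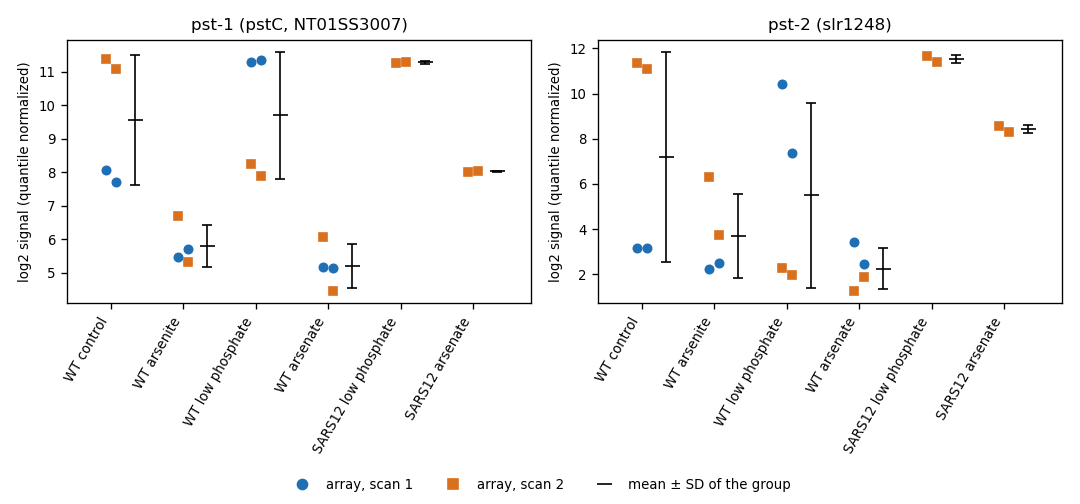
Log2 signal (quantile normalized, y axis) of *pstC* (sll0681) and slr1248 in the 4 WT and 2 SARS12 groups (x axis). Each point is 1 array, with blue circles for scan 1 and orange squares for scan 2, and black marks give the mean ± SD of the group; in WT control the 2 scans lie apart for slr1248, whose SD there was 4.65, against 1.87 after arsenite.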

Under this experimental conditions there were no genes differentially expressed (Figure S1 in File S1). In contrast, addition of arsenite significantly changed expression of 421 genes (179 induced, 242 repressed; Figure 1A; Table S1) whereas arsenate changed expression of 580 genes (266 induced; 314 repressed; Figure 1B; Table S1) when compared to control conditions. 

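After 1 mM arsenite, 703 targets were called against WT control by limma, 319 higher and 384 lower. They belonged to 669 genes, where a target without locus tag counts as a gene of its own, and comprised 528 targets with a locus tag, 53 other models of such genes, 2 antisense targets and 120 targets without locus tag. After 50 mM arsenate, 892 targets were called against WT low phosphate, 436 higher and 456 lower, from 846 genes. These included 686 targets with a locus tag, 66 other models, 3 antisense targets and 137 targets without locus tag. The alternative that moved these counts most was the background correction. With normexp in place of the software's own correction, 266 targets were called after arsenite and 310 after arsenate. With only the arrays of the compared groups in the fit, 399 were called after arsenite. Apart from the *arsBHC* operon, the largest log2 rise after arsenite was 5.96 for NT01SS1502 (1326643 to 1326816, a target antisense to the region upstream of sll1620, adjusted p = 3.79e-10), which rose by 5.72 after arsenate. The largest decreases after arsenite were in *cpcG* (sll1471, -4.84, adjusted p = 1.39e-12), *glgX* (slr1857, -4.74) and *cpcA* (sll1578, -4.70, adjusted p = 6.02e-12). After arsenate *cpcG* changed by -4.96 (adjusted p = 8.17e-13), sll1579 by -4.93 and *cpcA* by -4.67. In a separate fit to the arrays of scan 1 alone, 885 targets were called for arsenite against control and 1119 for arsenate against low phosphate. In a separate fit to those of scan 2 alone the counts were 1101 and 829. For arsenite, 376 targets were called in both scans, 364 in the same direction and 12 in opposite directions. For arsenate, 553 were called in both, all in the same direction.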

Although the number of genes was slightly different the responses were highly correlated (Figure 1C; R^2^ = 0.98). These highly correlated responses are probably due to the presence of a highly effective arsenate reduction mechanism in *Synechocystis*, which has three arsenate reductase genes. Two of these genes (*arsI1* and *arsI2*) are expressed constitutively while the third one (*arsC*) is rapidly induced after arsenate addition and the combined action of these three enzymes likely leads to a quick reduction of intracellular arsenate to arsenite [23], [24]. 

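The mean log2 signals of the WT arsenate and WT arsenite arrays correlated over the 4094 targets with r = 0.979 (r2 = 0.958, Spearman rho = 0.975). This correlation is across targets, which are not independent replicates. Since any 2 profiles of this organism share the order of bright and dim targets, the correlation of the log2 fold changes, each against its own untreated group, is the closer measure of the responses. It was r = 0.917 (rho = 0.894). By replicate number, the treated profiles correlated with r between 0.838 and 0.946 and the fold changes with r between 0.572 and 0.805. With the arrays of 1 scan alone, the correlation of WT arsenate and WT arsenite fold changes was 0.763 in scan 1 and 0.643 in scan 2. Of the 703 targets called after arsenite, 575 (81.8%) were also called after arsenate, all 575 in the same direction. A further 128 were called after arsenite alone and 317 after arsenate alone. A test of the difference itself, the interaction of treatment and group, called 0 targets by limma, with 112 at an unadjusted p under 0.05. Within a scan the treated profiles lay further apart, with r = 0.932 in scan 1 and r = 0.859 in scan 2. Directly compared, arrays labelled arsenate and arsenite differed in 293 targets in scan 1 and in 807 in scan 2, and their difference was in opposite directions in the 2 scans (correlation over all targets -0.64). From the correlated responses, the paper proposes that *Synechocystis* reduces arsenate to arsenite effectively, by its 3 arsenate reductases, so that both treatments act through arsenite.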

In order to further identify cellular processes that changed after the arsenic treatments, gene set enrichment analysis was performed using gene lists extracted from cyanobase functional categories, GO terms and literature hand-curated gene lists using GSEA (see material and methods and supplementary materials). In agreement with the data presented above both treatments significantly induced or repressed almost identical gene sets (Table S2).

**Figure 1:**
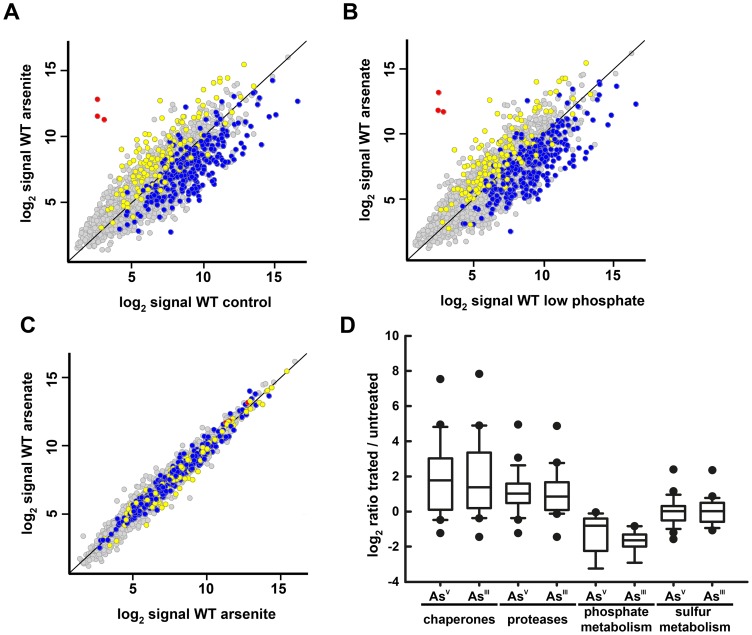
Global responses to arsenic in wild type *Synechocystis* cells. A. Scatter plot showing comparison between expression profiles of WT cells treated with 1(y axis) and untreated cells (x axis). Data represent the average signal of four independent hybridizations. CTR (Core Transcriptional Response) up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red. B. Scatter plot showing comparison between expression profiles of WT cells grown in low phosphate media treated with 50 mM arsenate for 1 h (y axis) and untreated cells grown in low phosphate media (x axis). C. Scatter plot showing comparison between expression profiles of WT cells grown in low phosphate media treated with 50 mM arsenate for 1 h (y axis) and cells grown in BG11C treated with 1 mM arsenite for 1 h (x axis). D. Box plot showing ratios of treated *vs.* untreated cells of the categories cited in the main text.

#### Stress response

The main response to both treatments was the induction of a general stress response that included repression of growth related genes, such as translation related processes (see Tables S1 and S2) or energy generation systems (Photosynthesis, ATP synthetase and Respiration; Table S2), and induction of genes that are also up-regulated in other stresses which includes functional categories such as chaperones, drug and analog sensitivity and protein degradation (Table S2). 

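Gene sets were made from the symbols and products in the array annotation and tested with limma's camera on 3782 genes, with an inter-gene correlation preset to 0.01 and Benjamini-Hochberg adjustment over 36 tests of 9 sets in 4 comparisons. Values are medians of log2 fold changes over the genes of a set, after arsenite against control and after arsenate against low phosphate. Photosystem I (12 genes) had medians of -2.77 (adjusted p = 2.34e-13) and -2.29 (adjusted p = 1.04e-09), and all 12 genes were lower after arsenite. Photosystem II (22 genes) had -1.19 (adjusted p = 2.97e-06, 20 genes lower) and -0.97 (adjusted p = 9.95e-05, 19 genes lower). The phycobilisome set (13 genes) fell most among the photosynthesis sets, by 3.75 (adjusted p = 4.22e-17, 13 genes lower) and by 3.69 (adjusted p = 1.81e-16). For ATP synthase (9 genes) the medians were -3.41 (adjusted p = 3.98e-09, 9 genes lower) and -3.92 (adjusted p = 6.20e-09). Ribosomal proteins (53 genes) changed little after arsenite, with a median of -0.22 and 33 genes lower (adjusted p = 0.208), and were lower after arsenate, with a median of -0.63 and 49 genes lower (adjusted p = 0.00308). Under fry, which estimates the correlation by rotation, the decreases of photosystem I, photosystem II, phycobilisome and ATP synthase genes stayed under 0.05, and that of ribosomal proteins after arsenate did not (adjusted p = 0.128). With the inter-gene correlation estimated from the arrays in camera, photosystem I and phycobilisome genes stayed under 0.05, while photosystem II (adjusted p = 0.118 and 0.204) and ATP synthase (adjusted p = 0.0869 in both) did not. Scaling to the 75th percentile gave ribosomal proteins an adjusted p of 0.0398 after arsenite, at a median of -0.23. The scan 1 arrays alone gave 0.00287 at -0.53. Without WT control replicate 2 the median was 0.02.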

Regulation of growth or stress related groups of genes have been described as part of the Core Transcriptional Response (CTR), because they are usually regulated in response to different stress conditions [36]. As shown in Figure 1A and B CTR genes (colored in yellow for genes up-regulated in most conditions and in blue for genes down-regulated) are away from the diagonal showing their change in expression after both treatments. This response has been proposed to be controlled by several regulatory genes including Hik33, Hik34, PerR, Rre1, Rre31 and SigB [36]. *sigB*, *hik34* and *perR* genes were all induced by the arsenic treatments (Table S1), suggesting that the regulatory network acting in response to a general stress was activated.

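Arsenite raised *sigB* (sll0306, array target NT01SS2606, 2269126 to 2270172), a group 2 sigma factor, from 8.21 ± 0.41 to 11.27 ± 0.77 (SD, n = 4), a log2 fold change of 3.07 (limma, adjusted p = 3.82e-05). After arsenate it rose from 7.70 ± 0.53 to 11.39 ± 1.39, by 3.70 (adjusted p = 3.18e-06), with replicate 4 at 9.32 and the other 3 arrays between 11.93 and 12.31. The histidine kinase gene *hik34* (slr1285, 1881917 to 1883311) changed by 3.15 (adjusted p = 0.0042) and 3.01 (adjusted p = 0.00478). Its treated arrays were spread, at 8.13 ± 2.43 after arsenite and 7.71 ± 1.62 after arsenate. Its call after arsenite was lost without WT arsenite replicate 3 or 4 or without control replicate 1 or 2. In scan 1 the change of *hik34* was 1.42 (adjusted p = 0.101) and in scan 2 it was 4.88 (adjusted p = 7.26e-06). *perR* (slr1738, 1325715 to 1326134), which encodes the peroxide stress repressor, rose by 4.45 after arsenite, from 6.56 ± 0.35 to 11.01 ± 0.41 (adjusted p = 9.90e-11), and by 4.62 after arsenate (adjusted p = 3.39e-11). Over all genes that the text of the paper names, taken as 38 targets, 21 were called after arsenite and 24 after arsenate. Adjusted over the list alone the counts were 23 and 24, with *2cys-prx* and *corT* gained. Since the paper chose these genes on these arrays, the counts adjusted over the list alone are not independent evidence.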

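Chaperone genes (15 genes by their symbols and products) had a median log2 fold change of 2.34 after arsenite, with 11 genes higher (camera, adjusted p = 0.00126), and of 2.35 after arsenate, again with 11 higher (adjusted p = 0.00126). The set stayed under 0.05 by fry (adjusted p = 5.52e-08 after arsenite) and with an estimated inter-gene correlation (adjusted p = 0.0492 for either treatment). Genes for protein degradation (24 genes) had a median of 0.88 after arsenite, with 20 genes higher (adjusted p = 3.53e-05), and of 1.07 after arsenate, with 22 higher (adjusted p = 3.06e-05). By fry the adjusted p was 2.12e-09 after arsenite, and with the estimated correlation it was 0.0122.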

Chaperones and proteases constituted one group of induced genes (Figure 1D; Tables S1 and S2), with only a few genes from this list not induced. 

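The DnaK chaperone gene *dnaK2* (sll0170, 2312664 to 2314574) rose by 2.89 on the log2 scale after arsenite, from 10.95 ± 0.56 to 13.85 ± 0.55 (SD, n = 4, limma adjusted p = 5.97e-06), and by 2.74 after arsenate (adjusted p = 9.91e-06). One WT arsenate array, replicate 4, was at 12.32 with the others between 14.15 and 14.48. *htpG* (sll0430, 3514232 to 3516208) rose by 2.34 after arsenite, from 6.29 ± 0.36 to 8.63 ± 1.16 (adjusted p = 0.00118), and by 2.38 after arsenate (adjusted p = 8.00e-04). The small heat shock gene *hspA* (sll1514, 460250 to 460690 on the minus strand) went from 6.75 ± 0.30 to 12.48 ± 3.22 after arsenite, a change of 5.73 (adjusted p = 7.13e-04), and from 6.10 ± 0.48 to 12.48 ± 3.16 after arsenate, a change of 6.38 (adjusted p = 2.01e-04). The large SDs of *hspA* follow the scans. After arsenite it rose by 2.92 in scan 1 and by 8.55 in scan 2, and after arsenate by 8.43 and 4.33. With only the control and arsenite arrays in the fit the arsenite call of *hspA* was lost.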

Although some of the chaperone genes like *dnaK2*, *htpG* or *hspA* have been described to be up-regulated after several stress conditions [37], [38], [39], [40], [41], [42], a general induction of this group has not been previously described. Recently, it has been shown that arsenite is able to inhibit nascent protein folding both *in vitro* and *in vivo* in yeast [13], [14], [15] and Archea [15]. These results suggest that in *Synechocystis* arsenite is also able to cause protein damage and that chaperones and proteases are induced in order to repair or degrade these damaged proteins. In fact, a similar response has been observed in yeast and a bacterium, in which arsenite induces expression of chaperones and the proteosome in order to refold and/or degrade protein aggregates [43], [44], [45], [46]. Moreover, yeast mutants defective in the chaperonin TRiC complex or proteosome regulation are more sensitive to arsenite, suggesting that refolding and degradation of misfolded proteins are essential for survival after arsenite stress [15], [43], [44].

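*trxQ* (slr0233, which the array names *trxM*, 2537521 to 2537838) changed by 1.75 on the log2 scale after arsenite, from 5.95 ± 0.32 to 7.69 ± 0.42 (SD, n = 4, limma adjusted p = 0.00328), and by 1.71 after arsenate (adjusted p = 0.00318). The arsenite call was lost without WT arsenite replicate 3 or 4 or control replicate 1. The 2-Cys peroxiredoxin gene *2cys-prx* (sll0755, 2416091 to 2416693) rose by 1.89 after arsenite, from 9.31 ± 0.23 to 11.20 ± 1.92, and was not called (adjusted p = 0.0187). After arsenate the change was 1.47 (adjusted p = 0.0587). Its arsenite response was 3.55 in scan 1 (adjusted p = 7.87e-07) and 0.23 in scan 2 (adjusted p = 0.628). *prxII* (sll1621, 1324835 to 1325404) rose by 3.31 after arsenite, from 10.21 ± 0.23 to 13.52 ± 0.43 (adjusted p = 1.43e-07), and by 4.37 after arsenate (adjusted p = 2.07e-09). *gpx1* (slr1171, 1938985 to 1939494) rose by 1.16 after arsenite, under 2.5-fold (adjusted p = 0.00463), and by 1.72 after arsenate (adjusted p = 9.76e-05). In scan 1 its arsenite response was 2.08 (adjusted p = 2.64e-05) and in scan 2 it was 0.24 (adjusted p = 0.523). The superoxide dismutase gene *sodB* (slr1516, 1607353 to 1607952) rose by 2.73 after arsenite, from 11.22 ± 0.44 to 13.94 ± 1.23 (adjusted p = 8.71e-05), and by 2.71 after arsenate (adjusted p = 7.22e-05). Of these 5 genes, 3 were called after arsenite and 4 after arsenate.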

Induction of several genes coding for proteins involved in redox scavenging like *trxQ* (*slr0233*), *2cys*-*prx* (*sll0755*), *prxII* (*sll1621*), *gpx1* (*slr1171*) and *sodB* (*slr1516*) was observed. In addition several gene lists extracted from microarray experiments interrogating oxidative stress were also enriched in the GSEA analysis (Tables S1 and S2; Figure 2C–E). This supports that arsenic (probably arsenite) generates ROS and that CTR regulation could be mediated by ROS [36]. Furthermore, in *Pseudomonas* and yeast, several mutants affected in oxidative stress responses or its regulation are sensitive to arsenite [47], [48], [49], [50], [51]. This data strongly suggests that the oxidative stress response is essential for survival under arsenic stress. Moreover, a similar response was also observed in *Synechocystis* after cadmium addition, suggesting that both non-biologically active metals have a similar effect on cells [52]. This is further supported by the enrichment of cadmium induced gene lists in the GSEA analysis (Table S2). Both arsenic and cadmium share a strong affinity for thiol binding and this could explain why they have similar effects in cells as they would interfere with similar set of proteins.

**Figure 2:**
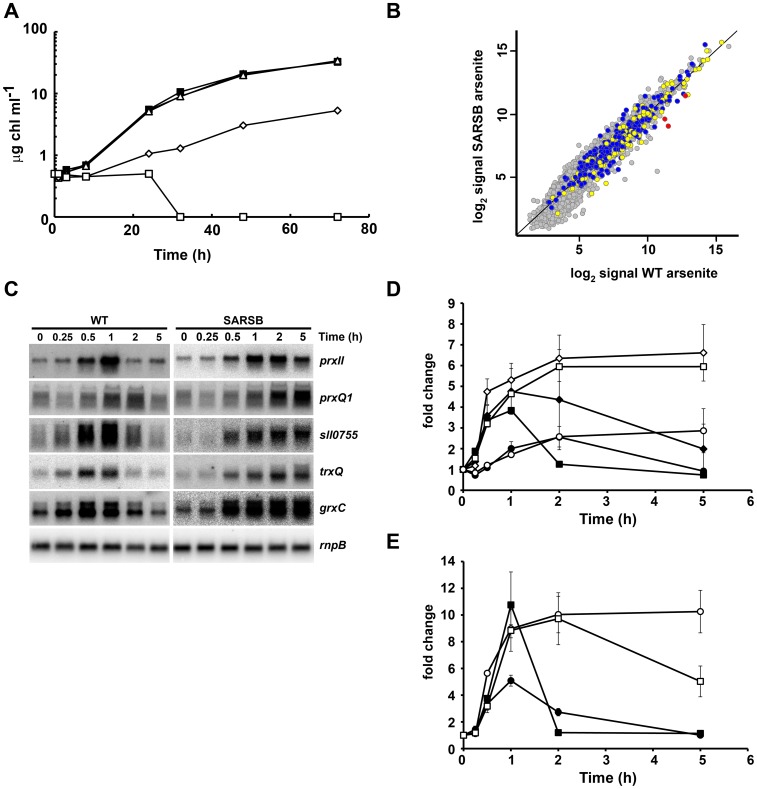
SARSB strain shows a sustained stress response. A. Growth of WT and SARSB strains in different arsenite concentrations. Exponentially growing cells of WT (filled symbols) and SARSB (open symbols) were diluted to 0.5 µg chl ml^−1^ in media containing 100 µM arsenite (squares), 50 µM arsenite (diamonds) or without added arsenite (triangles). Growth was monitored following chlorophyll concentration. B. Scatter plot showing comparison between expression profiles of SARSB (y axis) and WT (x axis) treated with 1 mM arsenite for 1 h. Data represents the average signal of two hybridizations for SARSB and four hybridizations for WT. CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red. C. Northen blot analysis of *prxII*, *prxQ1*, *2cys-prx*, *trxQ* and *grxC* expression in response to 1 mM arsenite treatment in WT and SARSB strains. Total RNA was isolated from WT or SARSB cells grown in BG11C medium after addition of arsenite 1 mM. Samples were taken at the indicated times. The filters were subsequently hybridized with *prxII*, *prxQ1*, *2cys-prx*, *trxQ, grxC* and *rnpB* probes. D. Quantification of relative mRNA levels of *prxQ1* (circles), *trxQ* (squares) and *grxC* (diamonds) in response to 1 mM arsenite treatment in the WT (filled symbols) and the SARSB (open symbols) strains. Radioactive signals of three independent experiments for each strain were quantified and averaged. RNA levels were normalized with the *rnpB* signal in all strains. Plots of relative mRNA levels *vs.*time were drawn; error bars represent SE. E. Quantification of relative mRNA levels of *prxII* (squares) and *2cys-prx* (circles) in response to 1 mM arsenite treatment in the WT (filled symbols) and SARSB (open symbols) strains. Radioactive signals of three independent experiments for each strain were quantified and averaged. RNA levels were normalized with the *rnpB* signal in all strains. Plots of relative mRNA levels *vs.* time were drawn; error bars represent SE.

#### Arsenic related genes

The most highly induced genes in the genome after both arsenate or arsenite addition were the *arsBHC* operon, with *arsB* being induced 1548±196 and 1226±357, *arsH* 676±240 and 521±173 and *arsC* 447±110 and 318±97 times for arsenate and arsenite, respectively. These values are consistent with the strong polarity previously described by us for this operon; [24]. 

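The 3 genes lie next to each other on the plus strand of chromosome 1 of the array annotation, *arsB* (slr0944) from 2010218 to 2011369, *arsH* (slr0945) from 2011521 to 2012141 and *arsC* (slr0946) from 2012231 to 2012626. In control 1 of 4 WT arrays measured *arsB* well above background, 1 of 4 *arsH* and 4 of 4 *arsC*, and in low phosphate 3, 3 and 4 did. *arsB* was at 2.48 ± 0.23 (log2 signal, SD, n = 4) in control and at 2.40 ± 0.41 in low phosphate. After arsenite *arsB* was at 12.93 ± 0.25, a log2 fold change of 10.45 (SE 0.23, limma adjusted p = 3.32e-20), and after arsenate at 13.34 ± 0.25, a change of 10.93 (adjusted p = 1.20e-20). *arsH* rose from 2.41 ± 0.39 to 11.64 ± 0.17 after arsenite, by 9.23 (SE 0.30, adjusted p = 7.24e-17), and from 2.35 ± 0.15 to 11.97 ± 0.73 after arsenate, by 9.62 (adjusted p = 2.90e-17). *arsC* rose from 2.79 ± 0.17 to 11.33 ± 0.25 after arsenite, by 8.55 (SE 0.22, adjusted p = 3.34e-19), and from 2.65 ± 0.11 to 11.74 ± 0.40 after arsenate, by 9.09 (adjusted p = 8.29e-20). As ratios of mean linear signals, arsenate raised *arsB* 1770 times, *arsH* 793 times and *arsC* 510 times, and arsenite raised them 1380, 543 and 335 times. As most control arrays did not measure *arsB* and *arsH* well above background, the arsenite changes of these 2 genes rest on untreated signals near background and are approximate. These were the 3 largest rises among the 4094 targets in both treatments.

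**Figure D2:**
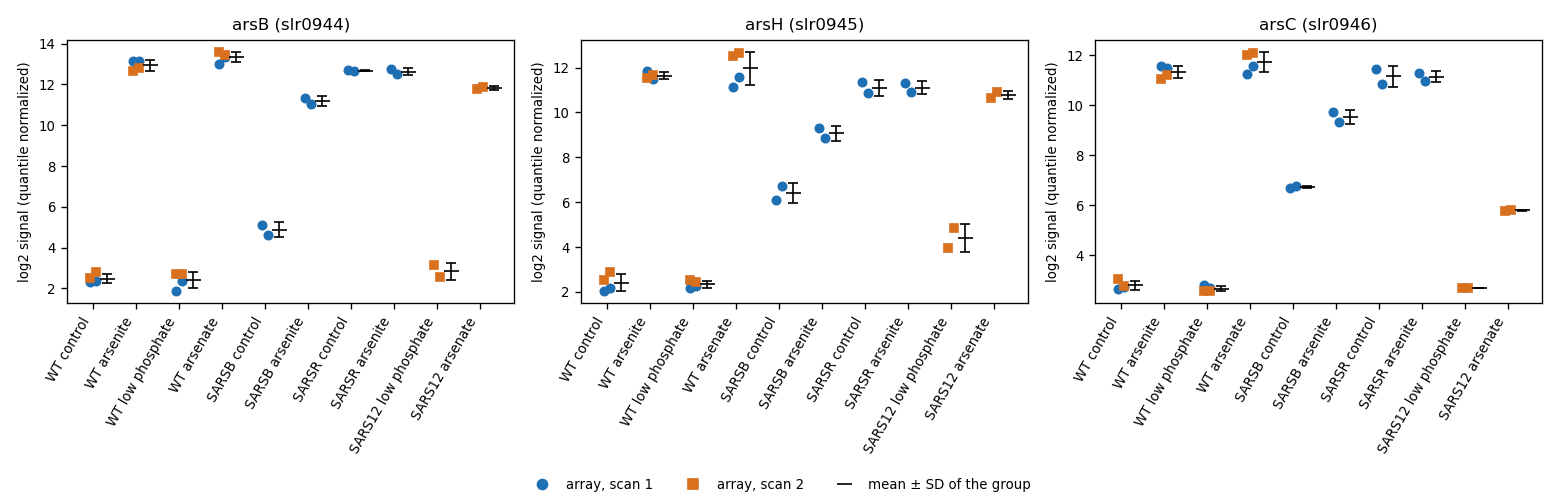
Log2 signal (quantile normalized, y axis) of *arsB*, *arsH* and *arsC* in the 10 groups of WT and mutant arrays (x axis). Points are single arrays, blue circles from scan 1 and orange squares from scan 2, with the mean ± SD of each group in black; *arsB* lies at 2.48 in WT control and at 12.93 in WT arsenite.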

Unfortunately, *arsI* probes were not included in our array design and therefore we analyzed its expression by qRT-PCR. *arsI* (it is not possible to distinguish between them as they are 99% identical) was not induced by arsenate or arsenite, was expressed at low levels and not regulated by ArsR ([23] and Figure S2 and S7 in File S1). The expression profiles of the three arsenate reductase genes correlate with their roles in arsenic detoxification *in vivo*, as mutants in *arsC* are much more sensitive to arsenic than mutants in *arsI* [23]. In contrast to what has been described, the *arsM* (*slr0303*) gene was not induced by treatments with arsenite or arsenate in any of the strains analyzed, perhaps because growth conditions and incubation times were completely different to those reported previously [35]. 

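In WT *arsM* (slr0303, 3017182 to 3018150) was at 5.05 ± 0.30 (log2 signal, SD, n = 4) in control and 4.89 ± 0.53 after arsenite, a change of -0.15 (limma adjusted p = 0.695). In low phosphate it was at 4.82 ± 0.20, and after arsenate at 4.76 ± 0.51, a change of -0.06 (adjusted p = 0.883). In SARSB arsenite changed it by -0.89 (adjusted p = 0.0999) and in SARSR by -0.18 (adjusted p = 1.00). In SARS12 arsenate changed it by -0.53 (adjusted p = 0.314). No comparison of treated with untreated cells called *arsM*.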

Finally, the effects of mutation in *arsM* have not been analyzed *in vivo*, but it is unlikely that it will significantly contribute to arsenic resistance in short term treatments because accumulation of methylated species of arsenic occurred only after long periods of arsenic exposure [35]. This suggests that arsenic methylation could be a mechanism of adaptation to chronic exposure to arsenic.

Phosphate has a prominent role in protecting cells from arsenic toxicity, especially from arsenate, which enters the cells through phosphate transporters and acts as a phosphate analog [2], [53], [54], [55], [56]. In fact, in *Synechocystis* a reduction in phosphate concentration in the media is essential to detect growth inhibition by addition of arsenate, even in mutants affected in arsenate resistance [23], [24]. Phosphate transport genes were repressed by both arsenite and arsenate (Figure 1D and Figure S2 in File S1; Tables S1 and S2), suggesting that cells responded to arsenic preventing further acquisition of arsenate after both treatments. 

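The set of phosphate transport genes held 10 genes. Its median log2 fold change was -3.11 after arsenite (camera, adjusted p = 0.00394) and -2.91 after arsenate (adjusted p = 0.00554), with all 10 genes lower in both. By fry the adjusted p was 0.024 and 0.02. With the inter-gene correlation estimated from the arrays it was 0.584 and 0.588. *pstC* of the pst-1 system fell to 5.81 ± 0.62 (SD, n = 4) after arsenite, a change of -3.75 (limma adjusted p = 4.22e-04), and to 5.22 ± 0.66 after arsenate, a change of -4.48 (adjusted p = 4.95e-05). slr1248 of the pst-2 system was at 3.69 ± 1.87 and 2.25 ± 0.92, changes of -3.50 (adjusted p = 0.104) and -3.25 (adjusted p = 0.126), and was not called. The decreases depended on the scan. For arsenite the median of the 10 genes was -0.98 in scan 1 and -4.87 in scan 2, and for arsenate -4.85 in scan 1 and -0.85 in scan 2, where 2 of the 10 genes were higher. For *pstC* alone, arsenite gave -2.29 in scan 1 (adjusted p = 1.56e-04) and -5.21 in scan 2 (adjusted p = 4.22e-09), and arsenate gave -6.15 and -2.82. The untreated levels from which these falls are counted differed between scans. The 10 genes were higher in arrays labelled low phosphate than in control in scan 1 (median 3.80) and lower in scan 2 (median -4.82).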

In other bacteria the low affinity phosphate transport system is repressed by arsenate but the high affinity transport system is induced in several bacteria [45], [46], [57], [58]. This pattern of expression prevents incorporation of arsenate into the cells because the high affinity systems generally have a better discrimination towards phosphate [54]. *Synechocystis* (and most cyanobacteria) present two high affinity transport systems for phosphate (pst-1 and pst-2) but no low affinity transport system [59]. The pst-1 system (that includes *sphXpstS1C1A1B1B1′*operon) is expressed at higher levels than the pst-2 system (*pstS2C2A2B2* operon) under phosphate repleted conditions, although both of them are induced in response to phosphate starvation [59]. The absence of low affinity phosphate transport system and the presence of two high affinity transport systems could explain the high resistance to arsenate in *Synechocystis*, a situation that is similar to the recently described highly arsenate resistant *Halomonas* GAFJ-1, which also presents two high affinity phosphate transport systems [54], [60]. In *Halomonas* GAFJ-1 the genes coding for phosphate transport systems are induced by phosphate starvation but its expression is not affected by arsenate [54]. The specificity of *Synechocystis*' transporters has not been tested *in vitro*, but *in vivo* more than 3000 fold difference in arsenate over phosphate concentration is needed to observe a negative effect in growth [23], [24], suggesting that the specificity for phosphate could be in this range. Repression of phosphate transport genes in *Synechocystis* is not simply a consequence of the activation of a general stress response since these genes are induced by other stress treatments such as high light and nitrogen starvation [59].

Another protein that has been shown to be involved in arsenic resistance in other organisms is aquaporin. Aquaporins mediate non specific uptake of arsenite and mutants in the corresponding genes are usually arsenite resistant [7], [8], [9], [10], [61]. 

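The aquaporin gene *aqpZ* (slr2057) lies from 1412923 to 1413666 on the plus strand, next to *arsR* (sll1957, 1412237 to 1412551) on the minus strand. After arsenite its log2 signal went from 9.53 ± 0.80 to 6.67 ± 1.41 (SD, n = 4), a change of -2.86 (SE 0.57, limma adjusted p = 4.46e-04). After arsenate it went from 8.85 ± 0.54 to 5.32 ± 1.21, a change of -3.52 (adjusted p = 3.73e-05). As ratios of mean linear signals, untreated over treated, these were 5.84 for arsenite and 9.32 for arsenate. The arsenite decrease was -3.32 in scan 1 and -2.39 in scan 2. With only the control and arsenite arrays in the fit, *aqpZ* was not called after arsenite. *arsR* itself changed by -0.15 and 0.18.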

The only gene coding for this protein in *Synechocystis* (*aqpZ; slr2057*) was repressed after both arsenate and arsenite (10 fold in arsenate and 6 fold in arsenite; Table S1). This repression would probably minimize arsenite uptake. A similar response is also observed in plants treated with either arsenate or arsenite in which some of the aquagliceroporins genes from the Nod26-like (NIP subfamily) subfamily, are repressed. This family of transporters has been suggested to be responsible for arsenite transport in roots [62], [63], [64].

#### Sulfur and glutathione metabolism genes

Sulfur metabolism genes have been shown to be induced after arsenic treatments in bacteria [58], [65], yeast [44], [51], [66] and plants [63], [67], [68]. These genes include sulfate transport, sulfur assimilation and cysteine synthesis genes, which are needed in order to increase GSH contents. GSH is essential for arsenic resistance in many organisms, although several mechanisms have been described. In *E. coli*, yeast, plants and *Synechocystis* GSH is essential for arsenate reductase activity [20], [21], [23], [69], [70], [71], [72], [73]. In budding yeast GSH is also conjugated to arsenite and this complex is sequestered in the vacuole, while in fission yeast and plants GSH is used to synthesize phytochelatin (PC) which binds arsenite and prevents its toxicity [12], [62]. In all cases GSH pools are reduced as a consequence of arsenic treatments therefore contributing to generate oxidative stress. In *Anabaena* sp. PCC 7120, a filamentous cyanobacterium that synthesizes PC, both *pcs* (the gene coding for PC syntase) mRNA and PC contents increases in response to arsenate and glutathione reductase activity is also induced [74]. In contrast, genes related to sulfur metabolism did not change its expression (Figure 1D) after arsenate or arsenite treatments in *Synechocystis*, even though GSH is essential for arsenate reduction and resistance [21], [22], [23]. Furthermore, *Synechocystis* genome lacks a gene coding for a canonical GSH reductase, and no NADPH-dependent GSH reductase activity is detected in crude extracts ([75], [76] and our unpublished observations).

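The set of sulfur and glutathione metabolism held 18 genes. After arsenite its median log2 fold change was 0.01, with 9 genes higher and 9 lower (camera, adjusted p = 0.704). The mean was -0.11 and the test's direction was down, so that median and test differed in sign. After arsenate the median was -0.16, with 13 genes lower (adjusted p = 0.368). Under fry the arsenate result passed 0.05 (adjusted p = 0.0298).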

#### Metal metabolism genes

Besides arsenic resistance genes, several other genes related to metal metabolism were also induced by both arsenate and arsenite treatments. Most of these genes are clustered together in *Synechocystis*' genome (Tables S1 and S2). These genes are involved in Ni, Zn, Co and Cu resistance [77], [78], [79], [80], [81]. Interestingly, only the genes under the control of intracellular metal sensors (*nrsD*, *ziaT*, *corT*) were induced [77], [78], [79], [80]. This data suggests that arsenic (probably arsenite) can bind to the metal binding sites of these cytosolic metal sensors and affect their activity. 

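The 3 genes lie between 3055813 and 3063521 on chromosome 1. *nrsD* (slr0796, 3055813 to 3057150), of the nickel resistance operon, went from 4.79 ± 0.25 to 7.92 ± 0.75 (log2 signal, SD, n = 4) after arsenite, a change of 3.13 (limma adjusted p = 6.64e-04). After arsenate it went from 4.40 ± 0.36 to 8.28 ± 2.30, a change of 3.88 (adjusted p = 5.63e-05). With normexp background correction the arsenite call was lost. The gene of the zinc exporting ATPase, slr0798 (3061356 to 3063521), is named *ziaA* in Table S1 of the paper. It went from 5.96 ± 0.64 to 10.26 ± 1.44 after arsenite, a change of 4.29 (adjusted p = 9.59e-06), and from 6.60 ± 1.44 to 11.28 ± 0.77 after arsenate, a change of 4.68 (adjusted p = 2.91e-06). The cobalt exporter gene *corT* (slr0797, 3058410 to 3060338) rose from 6.23 ± 0.59 to 7.71 ± 0.79 after arsenite, by 1.47, and was not called (adjusted p = 0.0186). After arsenate it rose by 1.85 (adjusted p = 0.00342), a call that leaving out single arrays could remove.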

In agreement with these, the genes coding for the two copper importing ATPases (*pacS* and *ctaA*) and the copper chaperone (*atx1*) were also induced (Table S1). 

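Of the 3 copper genes, *ctaA* (slr1950, 2254112 to 2256454) was found by the locus tag that Table S1 of the paper gives it. The names *pacS* and *atx1* matched no target, and no locus tag is given for them in the text, so they were not analysed here. After arsenite *ctaA* went from 5.64 ± 0.39 to 6.76 ± 0.80 (log2 signal, SD, n = 4), a change of 1.12 that was not called (limma adjusted p = 0.0401). After arsenate it went from 6.03 ± 0.75 to 7.65 ± 0.78, a change of 1.62 (adjusted p = 0.00358). The arsenite change was 1.90 in scan 1 (adjusted p = 0.00185) and 0.35 in scan 2 (adjusted p = 0.523).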

The regulatory circuits for these three copper-related genes are unknown but they are expected to be under the control of an intracellular metalloregulator. This protein should be able to detect internal copper levels and therefore should be susceptible to be bound by arsenic (arsenite).

### SARSB shows a sustained response to arsenite

The expression profiles of the *arsB* mutant (the SARSB strain) that is sensitive to both arsenate and arsenite [24] was also analysed in both untreated and treated conditions. 

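SARSB carries an insertion in *arsB*, made with the CK1 cassette. RNA of 2 untreated cultures in BG11C and of 2 cultures after 1 h with 1 mM arsenite was hybridized, all 4 on scan 1 together with WT replicates 1 and 2. The share of oligonucleotides well above background was 84.04 and 91.00% on the untreated arrays and 87.48 and 94.77% on the treated ones. The arrays entered the same limma model as all others, with the 4 WT arrays of a group as the reference. With 2 arrays per group a change must be larger to be called. In data simulated from these arrays, 80.7% of targets changed at least 4-fold were recovered in the comparison of untreated SARSB and WT over 4091 targets. At exactly 4-fold the share was 58%, and 1 unchanged target was called.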

In untreated conditions, the *arsBHC* operon was expressed at higher levels in the SARSB than in the WT strain (Figure S3 in File S1), probably due to the constitutive promoter present in the CK1 cassette used for the *arsB* disruption, but no other genes were differentially expressed. Furthermore, the gene expression profile of the SARSB strain after the treatment with 1 mM arsenite, a concentration that completely inhibits growth of this strain (Figure 2A, Figure S4A in File S1 and [24]), was very similar to the gene expression profile of the WT strain (Figure 2B, R = 0.93). 

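In untreated SARSB *arsB* itself was at 4.88 ± 0.35 (log2 signal, SD, n = 2), measured on 1 of 2 arrays, and so 2.40 above untreated WT (limma adjusted p = 2.35e-05). Its oligonucleotides differed from WT by between -0.32 and 6.04, so that only part of the gene was raised. *arsH* was at 6.42 ± 0.44, 4.02 above WT (adjusted p = 3.73e-07), and *arsC* at 6.74 ± 0.05, 3.95 above WT (adjusted p = 1.24e-09). These 3 targets were all that limma called among 4094, with 118 at an unadjusted p under 0.05. Downstream, *rpaB* differed by 0.82, and upstream, sll0914 by 1.41 (adjusted p = 0.999). Adjusted over the list alone, 4 of 9 named targets passed in place of 3, with sll0914 gained. This list was chosen by the paper on these arrays and is not independent evidence. With normexp background correction 1 target was called, and with unadjusted p-values 8.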

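The mean log2 signals of SARSB and WT after arsenite correlated over the 4094 targets with r = 0.953 (r2 = 0.908, rho = 0.949), and the log2 fold changes of arsenite against each strain's own untreated cells with r = 0.820 (rho = 0.792). These correlations are across targets, which are not independent replicates. WT had 2 arrays in each scan and SARSB only in scan 1. With the scan 1 arrays alone the profiles correlated with r = 0.988, and the correlation of SARSB arsenite and WT arsenite fold changes was 0.938. With single arrays left out r lay between 0.917, without WT arsenite replicate 2, and 0.975, without WT arsenite replicate 4. Against untreated SARSB, arsenite changed 628 targets in this strain, 296 higher and 332 lower, a count that fell to 266 without SARSB control replicate 1. The largest rises were in *arsB* (6.31, adjusted p = 5.46e-12) and NT01SS1502 (5.56), and the largest decreases in *cpcA* (-5.98), *amt1* (-5.68) and *apcA* (-5.25). Among the redox genes, *2cys-prx* rose by 3.30 (adjusted p = 0.00686), *prxII* by 2.66, *gpx1* by 2.20 and *sodB* by 2.45 (adjusted p = 0.00821), and *aqpZ* changed by -3.48 (adjusted p = 0.0027).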

The only differentially expressed genes were the *arsBHC* operon, which under this condition was expressed at lower levels in the SARSB strain than in the WT strain. This is also probably due to the CK1 cassette used for SARSB construction, which interferes with transcription from the *arsBHC* promoter. 

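After arsenite *arsB* was at 11.19 ± 0.23 (log2 signal, SD, n = 2) in SARSB, a difference from treated WT of -1.74 (limma adjusted p = 0.00431). *arsH* was at 9.07 ± 0.32, a difference of -2.57 (adjusted p = 0.00137), and *arsC* at 9.53 ± 0.30, a difference of -1.80 (adjusted p = 0.00137). No other target was called, with 486 at an unadjusted p under 0.05. The 3 calls were lost when each array was scaled to its 75th percentile, with only the compared groups in the fit, with the slide as a block and without either SARSB arsenite array. Against the WT arsenite arrays of scan 1 alone, 4 targets were called. Tested as a difference between the strains in their response to arsenite, which also takes in the raised untreated level, *arsB* (slr0944) differed by -4.14 (adjusted p = 6.34e-07), *arsH* (slr0945) by -6.59 (adjusted p = 2.01e-08) and *arsC* (slr0946) by -5.75 (adjusted p = 6.77e-10), and limma called no other target. The paper proposes that the CK1 cassette in *arsB* both drives the operon in untreated SARSB and interferes with transcription from its own promoter after arsenite.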

In order to further analyze the expression profile of this strain, expression of several redox genes was analyzed after arsenite treatment for 24 h both in the WT and the SARSB strains. Thioredoxins and glutaredoxins genes (especially *trxQ* and *grxC*) were induced transiently in the WT strain, while this induction was maintained in the SARSB strain for at least 24 h (Figure 2C and 2D; Figure S5 in File S1). Similar effects were observed when peroxiredoxin genes were analyzed. Out of the 5 peroxiredoxin genes present in *Synechocystis*, only *sll0755* (*2cys-prx*), *slr0242* (*prxQ1*) and *sll1621* (*prxII*) were transiently induced by arsenite in the WT strain, but again their expression was maintained in the SARSB strain (Figure 2C and 2E and Figure S5 in File S1). This data suggests that arsenite alters the redox state of the cells causing oxidative stress in WT cells. This alteration of the redox state is transient in WT cells, which return to basal levels after 2 h, while is maintained in the SARSB strain. This strain lacks ArsB to export arsenite, therefore arsenite accumulation probably leads to induction of oxidative stress. The mechanism by which arsenite generates oxidative stress is not clear, but it has been proposed that arsenite binds dithiols (inhibiting many redox reactive proteins such as thioredoxins or glutaredoxins), it depletes GSH pools and inhibits protein folding. All these mechanisms will ultimately generate ROS and therefore activate an oxidative stress response as observed in our results (Figure 1). In fact, induction of the redox genes was only noticed after 30 min (Figure 2C), while these genes are induced earlier after H_2_O_2_ or high light treatments [40], [42], [82], [83]. In contrast, the *arsBHC* operon was already induced at earlier times [24], suggesting that arsenite causes an oxidative stress only when it accumulates in the cell. The sustained oxidative stress response in the SARSB strain indicates that this strain accumulates arsenite, causing a permanent damage that ultimately kills the cells.

### SARS12 shows a different expression profile in response to arsenate

In order to study the specific effect of arsenate in gene expression, a strain lacking all the arsenate reductases genes (SARS12 strain) was used. This strain was treated with 50 mM arsenate and its expression profile was compared to the WT treated with 50 mM arsenate. 

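SARS12 lacks *arsC* and both *arsI* genes. RNA of 2 untreated cultures in low phosphate BG11C and of 2 cultures after 1 h with 50 mM arsenate in the same medium was hybridized, all 4 on scan 2 together with WT replicates 3 and 4. These arrays were dimmer than most. The share of oligonucleotides well above background was 63.56 and 84.87% on the untreated arrays and 55.94 and 65.15% on the treated ones, so that changes of dim targets are less certain here than in WT. The targeted gene was examined first. After arsenate *arsC* was at 5.78 ± 0.01 (log2 signal, SD, n = 2) in SARS12, a difference from treated WT of -5.96 (limma adjusted p = 1.89e-13). Its oligonucleotides differed by between -7.83 and -1.20. In data simulated from these arrays, 83.3% of targets changed at least 4-fold were recovered in the comparison of treated SARS12 and WT over 4091 targets, with 2 unchanged targets called. For the difference between the strains in their responses to arsenate the share was 53.3%. At exactly 4-fold these shares were 58% and 18%.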

Under control conditions there were no genes differentially expressed between SARS12 and WT cells other than *arsC* (Table S3; Figure S3 in File S1). In contrast to what was observed in the SARSB strain treated with arsenite, the profile of the SARS12 strain treated with arsenate was much more different from the WT profile (Figure 3B; Tables S3 and S4). 

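In low phosphate without arsenate *arsC* was at 2.69 ± 0.01 (log2 signal, SD, n = 2) in SARS12, where 1 of 2 arrays measured it, within 0.04 of its level in untreated WT (limma adjusted p = 0.963), and its oligonucleotides differed from WT by between -2.24 and 2.70. Among 4094 targets 1 was called, *norB* (NT01SS3926, 3479829 to 3482147 on the minus strand), at 11.45 ± 0.06 and 3.12 above WT (adjusted p = 0.0062). A further 593 targets had an unadjusted p under 0.05. *arsH* was at 4.41 ± 0.64, 2.06 above WT, and was not called over all targets (adjusted p = 0.0224). Adjusted over the list alone it was the 1 of 9 named targets to pass, a list that the paper chose on these arrays and so no independent evidence. *arsB* differed by 0.44. The count depended on which WT arrays were the reference. With WT replicates 3 and 4 alone, the WT arrays on the same scan, 228 targets were called. In the model with a mean for each group and scan, SARS12 low phosphate differed in 246 targets from the arrays labelled WT low phosphate of its scan and in 0 from those labelled WT control of its scan, where 192 had an unadjusted p under 0.05 by limma. Its profile correlated with the former with r = 0.925 and with the latter with r = 0.986.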

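Between SARS12 and WT after arsenate limma called 623 targets, 269 higher and 354 lower in SARS12. For 137 of them no array of the dimmer group measured the target, so that their folds are bounds. Without SARS12 arsenate replicate 1 the count was 176. With normexp background correction it was 211, and with WT replicates 3 and 4 alone it was 1089. Among called targets the largest log2 differences upward were 6.83 for slr1544 (adjusted p = 2.64e-04), 6.28 for ssr2016 (adjusted p = 2.66e-06, at least 61.6-fold) and 6.27 for *mntC* (sll1598, adjusted p = 0.00147). Apart from *arsC*, the largest downward were -5.17 for sll1536 (adjusted p = 5.39e-07), -4.54 for slr1957 (at least 22.7-fold) and -4.51 for slr1152 (adjusted p = 2.79e-04). Tested as a difference between the strains in their responses to arsenate, each against its own low phosphate arrays, 125 targets were called, 55 higher and 70 lower. Within scan 2 SARS12 arsenate differed in 1161 targets from the arrays labelled WT arsenate and in 130 from those labelled WT arsenite.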

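In SARS12 arsenate raised *arsB* from 2.84 ± 0.42 to 11.83 ± 0.08 (log2 signal, SD, n = 2), a log2 fold change of 8.99 (limma adjusted p = 2.34e-15) and a ratio of mean linear signals of 460. *arsH* rose by 6.37 (adjusted p = 6.44e-10). What was left of the *arsC* signal rose by 3.10 (adjusted p = 1.99e-07). After arsenate *arsB* differed from WT by -1.51 (adjusted p = 5.17e-04) and *arsH* by -1.19 (adjusted p = 0.0175). The *arsB* difference was not called with each array scaled to its 75th percentile, with only the compared groups in the fit or without SARS12 arsenate replicate 1. Tested as a difference between the responses of the strains, *arsB* gave -1.95 (adjusted p = 0.00445), *arsH* -3.25 (adjusted p = 0.00108) and *arsC* -5.99 (adjusted p = 2.85e-10). In all, arsenate changed 725 targets in SARS12, 331 higher and 394 lower. For 172 of them only a bound could be given. The balance of directions depended on the processing. Scaling to the 75th percentile gave 284 higher and 244 lower, and normexp background correction gave 185 and 178.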

Despite the fact that the SARS12 strain is highly sensitive to arsenate and lacks all known enzymatic arsenate reduction mechanisms (Figure 3A, Figure S4 in File S1 and [24]), the *arsBHC* operon (400 fold for *arsB*) was induced in response to arsenate in the SARS12 strain (Table S3). The *arsBHC* operon is repressed by ArsR, which only respond to reduced forms of metalloids [24]. Therefore, this suggests that arsenate could be reduced *in vivo* by a system independent of ArsC and ArsI (which are absent in SARS12). In Arabidopsis and human cell lines a similar effect has been also observed and it was proposed that arsenate could be reduced non-enzymatically by mono or dithiols or unspecifically by other enzymes [71], [84]. Alternatively, traces of arsenite could be contained in the arsenate salt, which was used at high concentration (50 mM final concentration) and therefore even small arsenite contamination could be enough to induce *arsBHC* expression.

**Figure 3:**
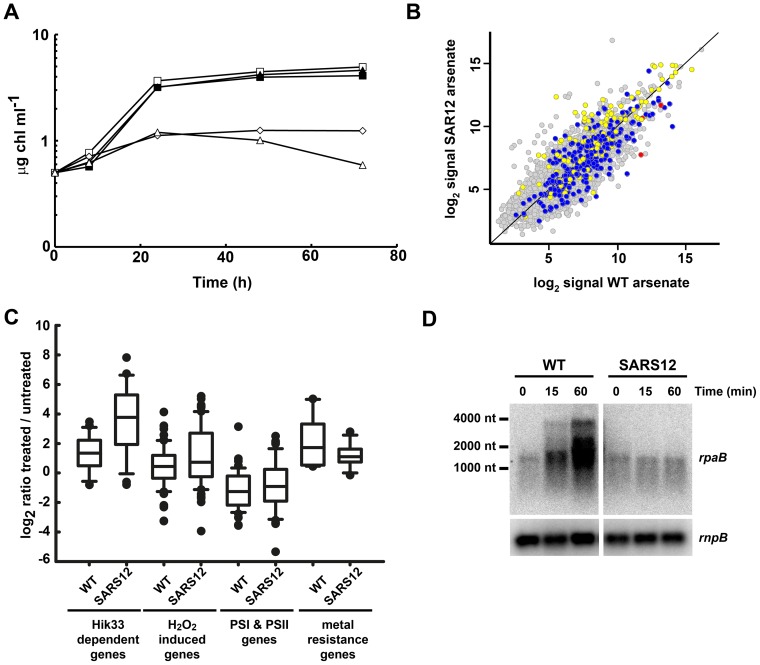
The SARS12 strain shows a different response to the WT strain. A. Growth of WT and SARS12 strains in the presence of different arsenate concentrations. Exponentially growing cells of WT (filled symbols) and SARS12 (open symbols) were diluted to 0.5 µg chl ml^−1^ in low phosphate media containing 100 mM arsenate (triangles), 50 mM arsenate (diamonds) or without added arsenate (squares). Growth was monitored following increase in chlorophyll concentration. B. Scatter plot showing comparison between expression profiles of SARS12 (y axis) and WT (x axis) treated with 50 mM arsenate for 1 h. Data represent the average signal of two hybridizations for SARS12 and four hybridizations for WT. CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red. C. Box plot showing ratios of treated *vs.* untreated of the categories cited in the main text in the WT and SARS12 strains. D. Northen blot analysis of *rpaB* expression in response to 50 mM arsenate treatment in the WT and SARS12 strains. Total RNA was isolated from WT or SARS12 cells grown in low phosphate medium after addition of 50 mM arsenate. Samples were taken at the indicated times. The filters were hybridized with *rpaB* and subsequently stripped and re-hybridized with an *rnpB* gene probe as a control.

GSEA analysis in this mutant identified several groups of genes that were differentially expressed between WT and SARS12 strains treated with arsenate (Table S4). Several of the lists extracted from the literature related to oxidative stress were enriched in SARS12 when compared with WT. These include genes induced by H_2_O_2_, and those controlled by Hik34 and Hik33 histidine kinases [83], suggesting that the stress response was activated at higher levels than in WT under this condition (Figure 3C). Despite this, many of the energy generation related gene lists (PSI, PSII, PBS or ATP synthase), which are repressed after many stress treatment including arsenic treatment, were not differentially expressed (Figure 3C) in the SARS12 strain.

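Set against WT after arsenate, the genes of photosystem I had a median log2 difference of 0.55 in SARS12, with 10 of 12 genes higher (camera, adjusted p = 0.155), and those of photosystem II of 0.49, with 16 of 22 higher (adjusted p = 0.361). The ATP synthase genes had 0.52, with 7 of 9 higher (adjusted p = 0.247). Phycobilisome genes had 0.47, with 10 of 13 higher, and passed the 0.05 limit (adjusted p = 0.00572), as they did by fry (adjusted p = 2.64e-04) but not with an estimated inter-gene correlation (adjusted p = 0.376). Tested as a difference between the strains in the response to arsenate, the medians were 0.33 for photosystem I (adjusted p = 0.519), 0.32 for photosystem II (adjusted p = 0.519), 0.55 for the phycobilisome (adjusted p = 0.006) and 0.42 for ATP synthase (adjusted p = 0.376). With the scan 2 arrays alone, photosystem II passed in the direct comparison (median 0.95, adjusted p = 0.0196) and in the difference of responses (median 0.76, adjusted p = 0.0466), while the phycobilisome did not in the latter (median 0.29, adjusted p = 0.145). The other sets were ribosomal proteins (median -0.38, adjusted p = 0.111), chaperones (median -0.14, adjusted p = 0.838), protein degradation (median -0.42, adjusted p = 0.247), sulfur metabolism (median 0.25, adjusted p = 0.161) and phosphate transport (median 2.95, adjusted p = 0.0101, 10 of 10 genes higher). For chaperones the mean, 0.11, differed in sign from the median and the test. The phosphate transport set did not pass by fry (adjusted p = 0.0889) or with an estimated inter-gene correlation (adjusted p = 0.613). As a difference between responses its median was -0.64, with 4 genes higher and 6 lower (camera, adjusted p = 0.919). Before arsenate its median in SARS12 was already 4.8 above the arrays labelled WT low phosphate of scan 2.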

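The high light inducible genes *hliA* (ssl2542, 701138 to 701350), *hliB* (ssr2595, 982968 to 983180) and *hliC* (ssl1633, 1141803 to 1142015) rose in SARS12 after arsenate by 3.76 (limma adjusted p = 1.06e-05), 6.73 (adjusted p = 3.96e-04) and 3.94 (adjusted p = 2.68e-04) on the log2 scale. *hliA* went from 4.42 ± 0.19 to 8.18 ± 0.15 (SD, n = 2), and *hliB* from 5.69 ± 0.29 to 12.42 ± 0.02. In WT arsenate changed *hliA* by 0.93 (adjusted p = 0.0434), *hliB* by 0.82 and *hliC* by 1.34. After arsenate SARS12 lay above WT by 3.05 for *hliA* (adjusted p = 5.22e-05), 6.00 for *hliB* (adjusted p = 4.63e-04) and 2.95 for *hliC* (adjusted p = 0.0014). The *hliB* and *hliC* calls were lost without either SARS12 arsenate array. As a difference between responses, *hliA* was called (2.83, adjusted p = 0.00788), while *hliB* (5.91, adjusted p = 0.0192) and *hliC* (2.60, adjusted p = 0.0545) were not. The iron stress gene *isiA* (sll0247, 1517576 to 1518604) was near the top of the signal range in SARS12 with and without arsenate, at 16.95 ± 0.04 and 16.68 ± 0.18 (adjusted p = 0.958 for the change). In WT after arsenate it was at 9.43 ± 3.98, with replicate 1 at 15.33 and the others between 6.62 and 8.01, and SARS12 was not called against it (7.52, adjusted p = 0.0651). *nblA1* (ssl0452, 1523796 to 1523984) rose by 3.95 in SARS12 (adjusted p = 0.00134) and by 3.09 in WT (adjusted p = 3.06e-04). For *nblA2* (ssl0453, 1523527 to 1523709) the rises were 3.64 (adjusted p = 7.79e-04) and 2.32 (adjusted p = 0.00117). After arsenate SARS12 and WT differed by 2.05 for *nblA1* (adjusted p = 0.0378) and by 2.11 for *nblA2* (adjusted p = 0.0159), which were not called. Within scan 2, SARS12 arsenate lay above the arrays labelled WT arsenite too, by 2.35 for *hliA* (adjusted p = 0.00125), 2.56 for *hliB* (adjusted p = 0.00717) and 1.89 for *hliC* (adjusted p = 0.00997), and by 0.69 for *isiA* (adjusted p = 0.828), 0.37 for *nblA1* and 0.33 for *nblA2*.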

One group of genes that was enriched in the SARS12 strain was high light induced genes (Table S4), which included *hliA*, *hliB*, *hliC*, *isiA* and *nblA*. All these genes are repressed by RpaB [85], [86], the response regulator coded by the gene downstream of *arsC.* This raised the possibility that *rpaB* mRNA levels could be affected in the SARS12 strain causing the up-regulation these genes. In fact *rpaB* expression levels were lower in the SARS12 strain than in the WT strain in the microarray analysis (induction is 4.3 in SARS12 vs. 16.48 in WT). 

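*rpaB* (slr0947, 2012781 to 2013485 on the plus strand, which the array names *ycf27*) starts downstream of *arsC*, and slr0948 (2013538 to 2014185) follows it. In WT *rpaB* rose from 8.99 ± 0.44 to 12.53 ± 0.78 (log2 signal, SD, n = 4) after arsenate, by 3.54 (limma adjusted p = 1.28e-07), a ratio of mean linear signals of 14.5. In SARS12 it rose from 8.98 ± 0.15 to 11.01 ± 0.02 (SD, n = 2), by 2.02 (adjusted p = 0.00536), a linear ratio of 4.34. That call was lost with normexp, with the slide as a block and without any 1 of the 4 SARS12 arrays. After arsenate the strains differed by -1.52, which was not called over all targets (adjusted p = 0.0137). Within scan 2 the difference was -2.17 from the arrays labelled WT arsenate (adjusted p = 6.74e-05) and -0.70 from those labelled WT arsenite (adjusted p = 0.26). The difference between the responses was also -1.52 (adjusted p = 0.123). slr0948 rose by 1.79 in WT (adjusted p = 6.25e-05) and changed by -0.11 in SARS12 (adjusted p = 0.857). The strains differed in it by -1.96 after arsenate (adjusted p = 5.75e-04) and by -1.90 in the response (adjusted p = 0.0225). Over 22 named targets, 10 were called between SARS12 and WT after arsenate, and 15 when adjusted over the list alone, with *rpaB*, *corT*, *nblA2*, *psbA2* and *psbA3* gained. The paper chose these genes on these arrays, so this is not independent evidence. From the higher expression of genes that RpaB represses, the paper proposes that the mRNA level of *rpaB* was affected in SARS12.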

In order to confirm these results *rpaB* expression was analyzed in the WT an SARS12 strains by northern blot and RT-PCR. In the WT strain *rpaB* was co-transcribed with *slr0948* in untreated samples and together with *arsBHC* (and *slr0948*) in response to arsenite (Figure 3D and Figures S2 and S6 in File S1). In contrast, in the SARS12 strain *rpaB* was not induced by arsenite and it was not co-transcribed with the *arsBHC* operon (Figure 3D). This lower level could be caused because the insertion of the C.K1 cassette in *arsC* could have a polar effect in *rpaB* transcription. In *Synechococcus* sp. PCC 7942 RpaB activity is negatively regulated by phosphorylation by NblS, which is the homolog of Hik33. As Hik33 controlled genes were enriched (induced) in the SARS12 strain when compared to WT in the GSEA analysis (see above), this suggests that Hik33-RpaB signaling pathway was suppressed after arsenate addition. Even more, *sigD* which is under the control of the Hik33-RpaA (Rre31) [83], [87], was also induced at much higher level in the SARS12 strain (23 fold) than in the WT (1.7 and 5 fold in arsenate or arsenite, respectively). 

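*sigD* (sll2012, 1254783 to 1255739) rose in SARS12 after arsenate from 6.13 ± 0.24 to 11.41 ± 0.04 (log2 signal, SD, n = 2), by 5.28 (limma adjusted p = 3.50e-05), a ratio of mean linear signals of 24.4. In WT it went from 5.91 ± 0.24 to 6.67 ± 0.69 (SD, n = 4) after arsenate, by 0.76 (adjusted p = 0.298), a linear ratio of 1.80. Replicate 1 was at 7.70 there and the other 3 arrays between 6.23 and 6.46. After arsenite it went from 6.35 ± 0.19 to 7.93 ± 1.96, by 1.58, which was not called (adjusted p = 0.0328), a linear ratio of 4.81. The arsenite change was -0.26 in scan 1 (adjusted p = 0.554) and 3.42 in scan 2 (adjusted p = 8.26e-08). After arsenate SARS12 lay 4.74 above WT (adjusted p = 5.37e-05), and the difference of the responses was 4.52 (adjusted p = 0.00664), a call lost with the slide as a block. Within scan 2 SARS12 arsenate was 5.15 above the arrays labelled WT arsenate (adjusted p = 6.70e-10) and 1.80 above those labelled WT arsenite (adjusted p = 0.00163).

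**Figure D3:**
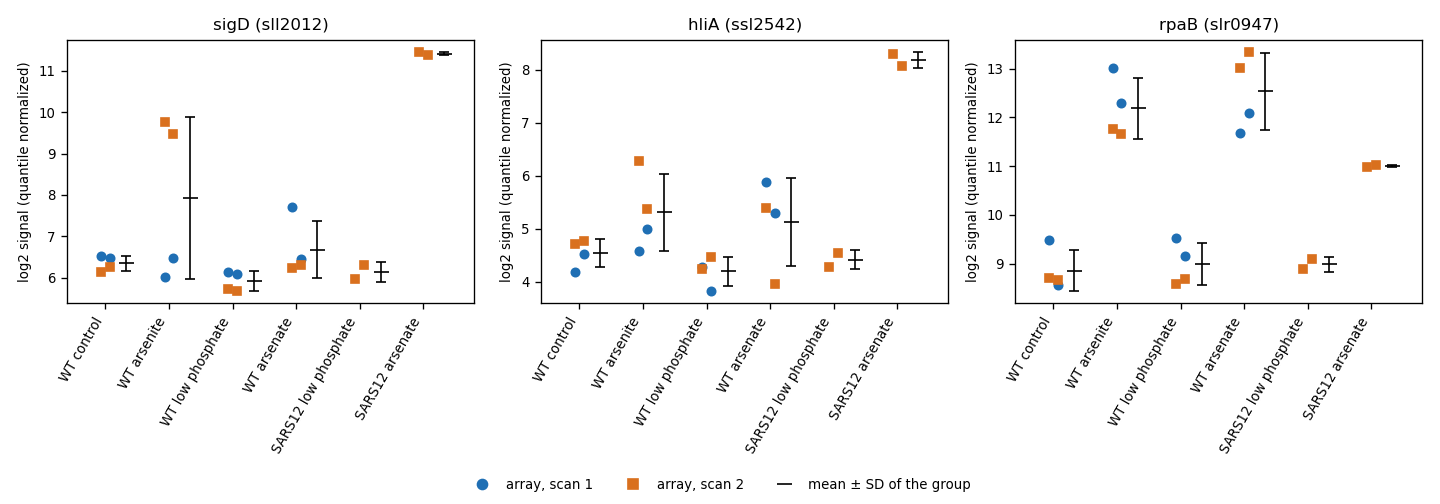
Log2 signal (quantile normalized, y axis) of *sigD*, *hliA* (ssl2542) and *rpaB* in the 4 WT and 2 SARS12 groups (x axis). Points are single arrays, blue circles from scan 1 and orange squares from scan 2, with the mean ± SD of each group in black; *sigD* lies at 11.41 in SARS12 arsenate and at 6.67 in WT arsenate.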

The genes under SigD control have not been identified in a genome-wide scale, although some of the genes that are induced after high light (*hli* genes, *psbA2* and *psbA3*) treatment were less induced in a mutant lacking *sigD* [88], [89], [90]. These genes were also induced at higher levels in SARS12 (see above) reinforcing the idea that SigD was activated after arsenate treatment in SARS12. Furthermore, *rpoD3* (the homolog of *sigD*) is repressed by RpaB in *Synechococcus* sp PCC 7942 [91], [92] suggesting that regulation of *sigD* gene could be also mediated by RpaB in *Synechocystis*.

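*psbA2* (slr1311, 7229 to 8311) and *psbA3* (sll1867, 1818915 to 1819997) both encode the D1 protein of photosystem II, and whether the oligonucleotides tell their transcripts apart was not tested. In SARS12 arsenate raised *psbA2* from 9.58 ± 0.15 to 11.64 ± 0.16 (log2 signal, SD, n = 2), by 2.06 (limma adjusted p = 0.126), and *psbA3* from 12.95 ± 0.06 to 15.03 ± 0.25, by 2.09 (adjusted p = 0.0424). Neither was called. In WT arsenate changed them by 0.51 and 0.58. After arsenate SARS12 lay above WT by 2.66 for *psbA2* (adjusted p = 0.0235) and by 2.16 for *psbA3* (adjusted p = 0.0161), which were not called over all targets. With WT replicates 3 and 4 alone as the reference both were called. Within scan 2 the differences from the arrays labelled WT arsenate were 2.97 (adjusted p = 5.73e-06) and 2.40 (adjusted p = 2.55e-05), and those from the arrays labelled WT arsenite were 0.07 (adjusted p = 0.946) and 0.35 (adjusted p = 0.639). As a difference between responses they were 1.55 (adjusted p = 0.443) and 1.51 (adjusted p = 0.305).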

Another group of genes that were repressed in SARS12 when compared to WT were metal transport genes. This group of genes includes Ni, Co, Zn and Cu resistance systems, which were induced after both arsenate and arsenite treatments in WT. Of these only those regulated by cytosolic metalloregulators were induced in WT (less induced in SARS12) suggesting (Figure 3C) that arsenic affects intracellular metal sensing. In this regard, the effect observed in WT cells after both treatments was most probably mediated by arsenite, which is expected to be accumulated at much lower levels in SARS12 than in WT cells, explaining the higher induction of these genes in WT. 

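In SARS12 arsenate changed *nrsD* by 1.65 on the log2 scale (limma adjusted p = 0.175), *ziaA* by 2.93 (adjusted p = 0.0137), *corT* by 1.20 (adjusted p = 0.179) and *ctaA* by 0.18 (adjusted p = 0.839), and none was called. After arsenate SARS12 lay below WT in all 4, with log2 differences of -2.19 for *nrsD* (adjusted p = 0.0389), -3.36 for *ziaA* (adjusted p = 0.00212), -1.90 for *corT* (adjusted p = 0.0167) and -2.08 for *ctaA* (adjusted p = 0.0048). *ziaA* and *ctaA* were called. The oligonucleotides of *ctaA* differed from WT by between -4.53 and 0.23, and so not all in the same direction. The *ziaA* call was lost with the slide as a block and without either SARS12 arsenate array. As a difference between the strains in the response to arsenate none was called, with -2.22 for *nrsD* (adjusted p = 0.204), -1.75 for *ziaA* (adjusted p = 0.296), -0.65 for *corT* and -1.45 for *ctaA* (adjusted p = 0.201). Within scan 2 the differences from the arrays labelled WT arsenate were -0.32, -3.90, -2.53 and -2.50 in the same order, and those from the arrays labelled WT arsenite were -2.47 (adjusted p = 5.63e-04), -1.10 (adjusted p = 0.0718), -0.44 and -0.50.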

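The gene slr1295, which the array names *sufA*, has the product iron transport protein there. It was the only 1 to match the symbols and products set for iron-sulfur cluster assembly, too few for a test. Thus 6 other genes with *suf*, *isc*, *nifS* or NifU-like names were taken from the array annotation after the values of other genes had been seen. slr1295 was not among these 6, which are also not the paper's own list. That list was not tested here. In WT *sufR* (sll0088) rose by 2.02 after arsenite (limma adjusted p = 5.62e-05) and by 2.00 after arsenate, and *iscA* (slr1417) by 2.00 (adjusted p = 1.87e-04) and by 1.70. slr0387, named *nifS*, rose by 1.54 after arsenite (adjusted p = 6.71e-06), and *sufS* (slr0077) by 2.50 after arsenate (adjusted p = 0.0078). Of the 6 genes 3 were called after each treatment. In SARS12 arsenate raised *sufR* by 1.85, *iscA* by 2.38 and slr0387 by 3.01, all called. After arsenate SARS12 and WT differed in *sufS* (-3.67, adjusted p = 0.00386), and the other 5 genes lay between 0.16 and 0.80 above WT with none called. As a difference between responses slr0387 was called, 1.74 higher in SARS12 (adjusted p = 0.0059), and *sufS* was not (-4.06, adjusted p = 0.0366).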

Finally, genes involved in Fe-S cluster assembly were induced at lower levels in SARS12 than in WT, despite a higher induction of oxidative stress response in the mutant (Figure 3C). These results suggest that arsenite could target these cofactors directly *in vivo* and that the reduced amounts of arsenite accumulated in the mutant partially prevent the damage to Fe-S clusters.

### ArsR controls expression of *arsBHCrpaBslr0948* operon and *sll0914*

We have previously reported that *arsBHC* operon is regulated by ArsR which is encoded by an unlinked gene [24]. 

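SARSR lacks *arsR*, which encodes the repressor of the *arsBHC* operon and lies apart from it. RNA of 2 untreated cultures in BG11C and of 2 cultures after 1 h with 1 mM arsenite was hybridized, all 4 on scan 1 together with WT replicates 1 and 2. The share of oligonucleotides well above background was 83.41 and 88.23% on the untreated arrays and 87.96 and 94.85% on the treated ones. The targeted gene was examined first. *arsR* was at 1.61 ± 0.14 (log2 signal, SD, n = 2) in untreated SARSR, where 0 of 2 arrays measured it, and at 3.30 ± 0.80 (SD, n = 4) in untreated WT, where 3 of 4 did. WT was thus at least 2.18-fold higher. The log2 difference of -1.69 was not called (limma adjusted p = 0.231), and its oligonucleotides differed by between -3.06 and 0.32.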

In order to identify genes regulated by ArsR we have performed expression profiling of SARSR in both control conditions and after arsenite addition. Statistical analysis identified only 5 genes that were differentially expressed in SARSR *vs.* WT control cells. These included the *arsBHC* operon, as expected, but also the gene that is downstream to it, *rpaB*, and the gene that is upstream of *arsB* but in the opposite strand, *sll0914* (Figure 4A; Table S5). *rpaB* was expressed as a dicistronic mRNA (∼1600 pb) together with *slr0948* (the gene located downstream to *rpaB* and co-transcribed also when analysed by RT-PCR; see Figures 3D, 4B and Figure S6 in File S1) in control cells. In contrast, it was expressed as a polycistronic mRNA (*arsBHCrpaBslr0948*; ∼4000 pb) in response to arsenic treatment in WT (Figure 4B and Figure S6 in File S1). 

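Of 4094 targets limma called 7 between untreated SARSR and untreated WT, all higher in SARSR, with 308 at an unadjusted p under 0.05. *arsB*, *arsH*, *arsC*, *rpaB* and sll0914 were 5 of them. The other pair had no locus tag. NT01SS1607 (1412688 to 1412879 on the plus strand), between *arsR* and *aqpZ*, was 3.45 higher on the log2 scale (adjusted p = 1.03e-05), a ratio of mean linear signals of 20.7. NT01SS1698 (1491433 to 1491597 on the plus strand) was 1.52 higher (SE 0.25, adjusted p = 0.00223), a linear ratio of 2.60. Leaving out single arrays gave between 4 calls, without SARSR control replicate 1, and 11, without WT control replicate 1. With only the compared groups in the fit 4 targets were called. Of 9 named targets 5 were called over all targets and 6 when adjusted over the list alone, with *arsR* gained. The paper chose this list on these arrays, so the latter count is not independent evidence.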

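*arsB* was at 12.67 ± 0.04 (log2 signal, SD, n = 2) in untreated SARSR, 10.20 above untreated WT (limma adjusted p = 5.60e-18). *arsH* was at 11.11 ± 0.35, 8.70 above WT (adjusted p = 2.38e-14), and *arsC* at 11.17 ± 0.42, 8.38 above WT (adjusted p = 4.90e-17). *rpaB* was at 12.11 ± 0.49 against 8.86 ± 0.43 (SD, n = 4) in WT, a difference of 3.25 (adjusted p = 2.38e-04), with WT control replicate 1 at 9.49 and the other 3 between 8.57 and 8.70. Its call was lost with only the compared groups in the fit and without SARSR control replicate 1. sll0914 (2008874 to 2010004) lies upstream of *arsB* on the minus strand. It was at 6.15 ± 0.25 against 3.50 ± 0.26, a difference of 2.65 (adjusted p = 3.45e-04). Its call was lost with normexp, where the difference was 0.89, with only the compared groups in the fit, with WT of the same scan as the reference and without either SARSR control array.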

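slr0948, downstream of *rpaB*, was at 7.03 ± 0.01 (log2 signal, SD, n = 2) in untreated SARSR and at 5.93 ± 0.21 (SD, n = 4) in untreated WT, a difference of 1.1 that was not called (limma adjusted p = 0.572). In WT arsenite raised it to 8.05 ± 0.78, by 2.12 (adjusted p = 1.04e-05), and raised *rpaB* to 12.18 ± 0.63, by 3.33 (adjusted p = 3.25e-07).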

In the SARSR strain the *arsBHC* was expressed constitutively and as an operon with *rpaB* and *slr0948* (Figure 4B and Figure S8 in File S1). This data suggests that the intergenic region between *arsC* and *rpaB* lacks a transcriptional terminator strong enough to prevent read through from the *arsBHC* operon. The other gene under ArsR control was *sll0914*, which codes for a protein with a lipase/esterase domain. Expression of *sll0914* was analyzed by northern blot but no signal was detected in either WT or in SARSR. Therefore, *sll0914* expression was analyzed by qRT-PCR. *sll0914* was found to be expressed at low levels with similar Ct values to *arsI* using the same cDNA samples. Furthermore, its expression was induced by arsenite in the WT strain (Table S1) and constitutive (and higher than in the untreated WT strain) in the SARSR strain (Figure S8 in File S1). These results corroborated that *sll0914* is regulated by ArsR. 

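In WT arsenite raised sll0914 to 5.12 ± 0.34 (log2 signal, SD, n = 4), by 1.62 (limma adjusted p = 3.15e-04). After arsenate it went from 3.73 ± 0.34 to 5.16 ± 0.29, by 1.44 (adjusted p = 7.72e-04). In SARSR it was at 6.37 ± 1.1 (SD, n = 2) after arsenite, a change of 0.22 from untreated SARSR.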

To further clarify its role in arsenic resistance mutants in this gene were constructed in WT, SARSB and SARSR strains. All these mutant strains were as resistant as WT, SARSB or SARSR parental strains to arsenic (Figure S7 in File S1). Therefore, the role of Sll0914 in arsenic resistance is not clear, although its homology to lipases/esterases suggests that it could be involved in phospholipid degradation, releasing its phosphate component, which could protect against arsenate toxicity.

**Figure 4:**
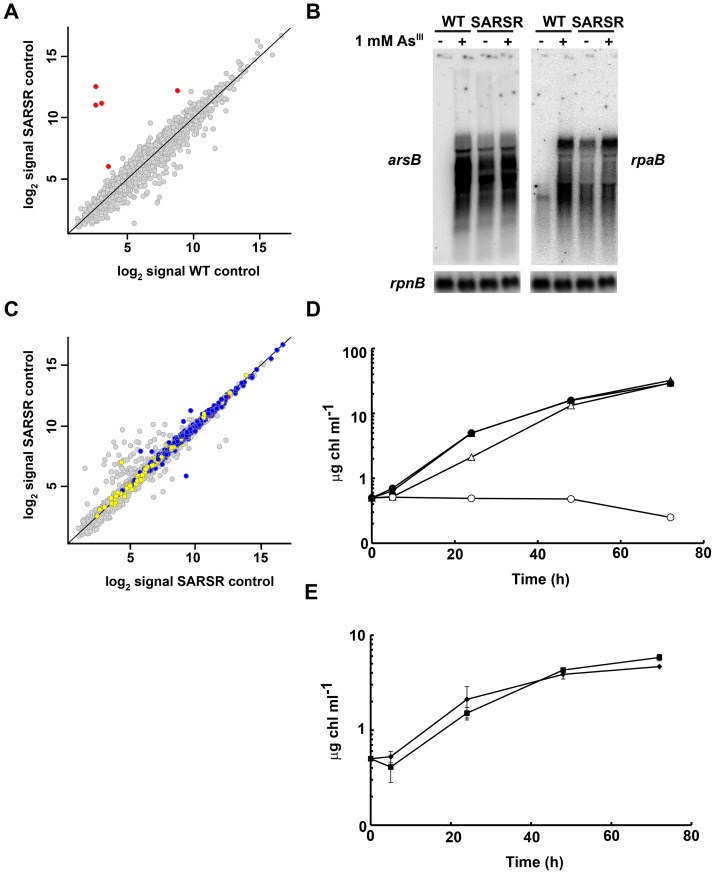
ArsR only controls expression of *sll0914* and *arsBHCrpaBsll0947* operon. A. Scatter plot showing comparison between expression profiles of SARSR (y axis) and WT (x axis) in untreated samples. Data represents the average signal of two hybridizations for SARSR and four hybridizations for WT. In red are colored genes that are differentially regulated in the SARSR strain. B. Northern blot analysis of *arsB* and *rpaB* expression in response to 1 mM arsenite treatment in the WT and SARSR strains. Total RNA was isolated from WT or SARSR cells grown in BG11C at the indicated times after arsenite addition. The filters were subsequently hybridized with *arsB* and *rpaB* and *rnpB* probes. C. Scatter plot showing comparison between expression profiles of the SARSR strain treated with 1 mM arsenite for 1 h (y axis) and untreated (x axis). Data represents the average signal of two hybridizations. CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red. D. Growth of the WT and SARSR strains in the presence of different arsenite concentrations. Exponentially growing cells of WT (filled symbols) and SARSR (open symbols) were diluted to 0.5 µg chl ml^−1^ in BG11C containing 3 mM arsenite (triangles), 5 mM of arsenite (circles) or without added arsenate (squares). Growth was monitored following increase in chlorophyll concentration. E. Growth of the WT and SARSR strains in the presence of arsenate. Exponentially growing cells of the WT (diamonds) and SARSR (squares) strains were diluted to 0.5 µg chl ml^−1^ in low phosphate media containing 100 mM of arsenate (. Growth was monitored following chlorophyll concentration; data represent average of 3 independent experiments and error bars represent SE.

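In SARSR the log2 fold changes of arsenite against untreated cells were uncorrelated with those of WT. Over all targets r was 0.04, and over the 700 targets called in WT apart from *arsBHC* it was 0.05, with WT taken from scan 1, the scan of SARSR. Genes are not independent replicates in these correlations. The targets that rose in WT, by a median of 1.81, had a median of -0.02 in SARSR, and those that fell in WT, with a median of -1.99, had a median of 0.02. Treated and untreated SARSR profiles correlated with r = 0.993. Tested as a difference between the strains in their response to arsenite, limma called 189 targets, 109 higher and 80 lower in SARSR. Without SARSR control replicate 2 that count was 53.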

Analysis of the transcriptional profile of the SARSR strain after arsenite treatment indicated that SARSR strain did not induce a major reorganization of gene expression in response to arsenite as observed in the WT strain (Figures 1A and 4C). In fact, there were no genes differentially regulated between treated and untreated SARSR samples using our statistic test. This probably reflects that the high levels of expression of *arsBHC* operon in the SARSR strain allowed this strain to completely detoxify arsenite (exporting it outside the cells) in a short period of time and thus avoiding the stress response caused by arsenite. 

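Between treated and untreated SARSR limma called 0 of 4094 targets, with 21 at an unadjusted p under 0.05, and 0 of 15204 oligonucleotides when these were tested singly. With normexp background correction 1 target was called and with only the SARSR arrays in the fit 5. *arsB* changed by -0.04 on the log2 scale, *arsH* by -0.01, *arsC* by -0.03 and *rpaB* by -0.24. In data simulated from these arrays, 74.0% of targets changed at least 4-fold were recovered in this comparison, with 4 unchanged targets called, over 4091 targets. At exactly 4-fold 42% were recovered, and 22% at a log2 change of 1.5. The median absolute log2 change among targets called after arsenite in WT was 1.89, so changes of that size could be missed here. From this absence of called genes, the paper proposes that the constant high level of ArsB let SARSR export arsenite within a short time and so avoid the stress response.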

The fact that the SARSR strain did not show any stress response after arsenite treatment, lead us to re-evaluate its phenotype in response to arsenite. We have previously shown that SARSR and WT strains were similarly resistant to 1 mM arsenite in solid media but we did not check higher concentrations due to growth inhibition in our assay conditions. In order to test if the SARSR strain was resistant to arsenic, its growth in the presence of arsenate and arsenite was tested in liquid media (Figure 4D and E). The SARSR strain was more resistant to both arsenate and arsenite in the media than the WT strain. The SARSR strain was able to grow in the presence of 5 mM arsenite, while the WT strain was already affected by 3 mM arsenite and completely arrested at 5 mM arsenite (Figure 4D and Figure S4C in File S1). A similar behavior has been shown in *Shewanella* sp. ANA-3 *arsR2* and *arsR1* mutants which showed a reduced lag phase when inoculated in arsenite containing media [93]. In contrast, the SARSR strain presented a small, but consistent, delay in growth after inoculation in the presence of 100 mM of arsenate (Figure 4E and Figure S4D in File S1), although they reached higher final OD and chlorophyll content. These results suggest that over-expression of the *arsBHC* operon in the presence of high amounts of arsenate might be detrimental, but has a beneficial effect when arsenate concentration decreases (and probably arsenite accumulates in the media; Figure 4D and Figure S4D in File S1).

### Over expression of *arsB* confers metal sensitivity

The *arsBHC* operon has also been reported to be induced by the presence of other metals in the media in other microarray experiments [52]. Furthermore, *arsC* mutants have been described to be sensitive to Cd [52]. In order to clarify the role of the *arsBHC* operon in metal homeostasis the sensitivity of the mutants in these genes to the presence of different metals in the media was analyzed. While the SARSB and SARSH strains were as resistant as the WT to Ni, Cu and Cd, the SARSR strain was sensitive to the presence of the three metals (Figure 5A). The only genes that showed differential expression in the SARSR strain were *arsBHCrpaBslr0948*, suggesting that over-expression of any of these genes could be involved in this sensitivity. *arsB* codes for a Acr3 family of arsenite transporters and hence its over expression could alter membrane permeability to metals. Another possibility is that altered levels of other transcripts (*arsH*, *arsC* or *rpaB*) in the SARSR strain could affect metal sensitivity. In order to test these two possibilities we constructed double mutants in *arsR* and *arsB* (SARSRB) or *arsR* and *arsH* (SARSRH) and tested their sensitivity to metals in the media. *rpaB* expression levels were also checked in these strains. While double mutants in *arsH* and *arsR* (SARSRH strain) have a phenotype identical to single mutants in *arsR* respect to metal sensitivity, mutants in *arsB* and *arsR* (SARSRB strain) restored resistance to metals similar to single mutants in *arsB* (SARSB strain) and WT (Figure 5A). On the other hand, SARSB, SARSH, SARSRB and SARSRH strains presented similar levels of *rpaB* transcript levels that were lower than in the SARSR strain (Figure 5B). These results suggest that the metal sensitivity phenotype of the SARSR strain is mediated by *arsB* overexpression (that probably will include ArsB accumulation) and not by altered *rpaB* transcript levels. *arsR* mutation in *E. coli* is toxic due to over expression of *arsDBC* but experiments were carried out in LB media which is rich in metals and therefore the effect could be also mediated by specific metals. Even though *E. coli* ArsB and *Synechocystis* ArsB belong to non-related families of proteins, it is possible that high levels of expression of these membrane proteins, in *arsR* mutant strains, could impair membrane permeability.

**Figure 5:**
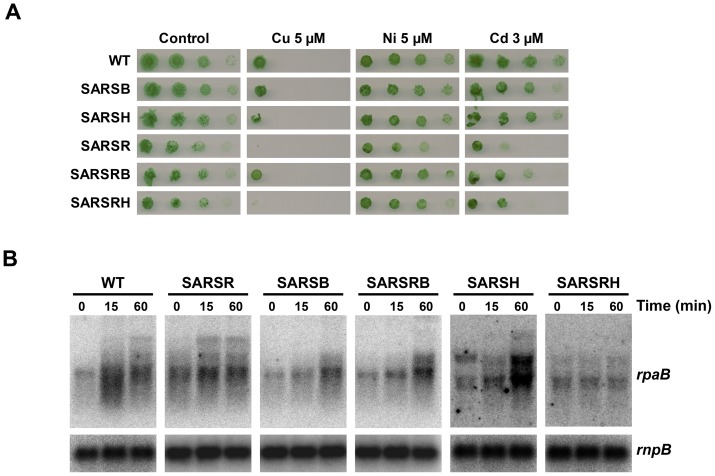
SARSR shows altered resistance to metals. A. Phenotypic characterization of mutants in arsenic resistance genes. Tolerance of the WT, SARSR, SARSB, SARSH, SARSRB and SARSRH strains to copper, nickel and cadmium wa^s^ examined. Tenfold serial dilutions of a 1 µg chlorophyll ml^−1^ cells suspension were spotted onto BG11C supplemented with the indicated metals concentrations. Plates were photographed after 5 days of growth. B. Northen blot analysis of *rpaB* expression in response to 1 mM arsenite treatment in WT, SARSR, SARSB, SARSH, SARSRB and SARSRH strains. Total RNA was isolated from cells grown in BG11C after addition of arsenite 1 mM. Samples were taken at the indicated times. The filters were hybridized with an *rpaB* probe and subsequently stripped and re-hybridized with an *rnpB* gene probe as a control.

## Conclusions

In summary we have shown that arsenate and arsenite produced similar genome-wide responses in *Synechocystis* sp. PCC 6803. These responses are dominated by a strong stress response, which included induction of the redox scavenging system and chaperones and repression of photosynthesis and growth related genes. This response is very similar in a mutant lacking the *arsB* gene, which is unable to detoxify arsenite, but is maintained for a longer time while is transient in the wild type strain. In contrast a mutant in all arsenate reductases (the SARS12 strain) showed a different response that included lower induction of metal resistance genes and Fe-S cluster biogenesis genes, suggesting that arsenite targets these processes in the WT strain. Moreover, the SARS12 strain expressed the *rpaB* gene at lower levels and presented higher expression levels of some of the RpaB repressed genes. Finally, the mutant strain lacking ArsR repressor (the SARSR strain) did not respond to arsenite, probably because it overexpressed ArsB, and was more resistant to arsenite than the WT strain. In contrast, the SARSR strain presented hypersensitivity to nickel, copper and cadmium which was lost in double mutants also lacking *arsB*. These suggested that overexpression of ArsB alters the membrane permeability to metals.

## Material and Methods

### Strains and growth conditions

*Synechocystis* strains used in this work are listed in Table S1. All these strains were grown photoautotrophically in BG11 medium [94] supplemented with 1 g L^−1^ NaHCO_3_ (BG11C) at 30°C under continuous illumination (50 µE m^−2^ s^−1^) and bubbled with a stream of 1% (v/v) CO_2_ in air. For plate cultures, medium were supplemented with 1% (w/v) agar. Kanamycin, chloramphenicol and spectinomycin were added to a final concentration of 50 µg mL^−1^, 20 µg mL^−1^ and 5 µg mL^−1^, respectively. In the BG11C low-phosphate medium, the concentration of K_2_HPO_4_ was reduced to 30 µM. 1 mM of NaAsO_2_ or 50 mM of Na_2_HAsO_4_, 5 µM NiSO_4_, 5 µM CuSO_4_, or 3 µM CdSO_4_ were added when required.

All experiments were performed using cultures from the mid-logarithmic phase (3 to 5 µg chlorophyll ml^−1^). *Synechocystis* strains and their relevant genotypes are described in Table 1. *E. coli* DH5α cells were grown in Luria broth medium and supplemented with 100 µg ml^−1^ ampicillin, 50 µg ml^−1^ kanamycin, 20 µg ml^−1^ chloramphenicol and 100 µg ml^−1^ spectinomycin when required.

**Table 1:** *Synechocystis* strains used in this work.

*Synechocystis* strains	Genotype	Mutated ORF(s)	Source or Study
WT	*Synechocystis* sp. PCC 6803		Lab collection
SARS12	*arsC::CK1 arsI1::CC1* Δ*arsI2::ΩSp*	*slr0946, slr6037, sll5104*	[23]
SARSR	*arsR::CC1*	*sll1957*	[24]
SARSB	*arsB::CK1*	*slr0944*	[24]
SARSH	*arsH::CK1*	*slr0945*	[24]
SARSRB	*arsR::CC1 arsB::Kmr*	*sll1957, slr0944*	This study
SARSRH	*arsR::CC1 arsH::CK1*	*sll1957, slr0945*	This study
sll0914	*sll0914::ΩSp*	*sll0914*	This study
SARSR sll0914	*arsR::CC1 sll0914::ΩSp*	*sll1957, sll0914*	This study
SARSB sll0914	*arsB::CK1 sll0914::ΩSp*	*slr0944, sll0914*	This study

### Insertional mutagenesis of *Synechocystis* genes

For the *sll0914* insertional mutant, a 1093 bp PCR fragment was amplified from total genomic DNA using two-step PCR method, synthesizing overlapping fragments that incorporate a *BamH*I restriction site, and was cloned into pGEMT to generate pSll0914.1. Then, an Sm/Sp cassette was cloned into *BamH*I site generating pSll0914.2 plasmid. This plasmid was used to transform WT, SARSR and SARSB strains. The pARSH2(+) and pARSB2(+) targeting plasmids [24] were used to transform a SARSR strain obtaining the SARSRH and SARSRB mutants. Correct integration and segregation of all mutants were confirmed by PCR analysis. All the oligonucleotides used for cloning and insertional mutagenesis are described in Table S6.

### RNA isolation, Northern blot analysis, microarray hibridization and data analysis

Total RNA was isolated from 30 ml samples of *Synechocystis* cultures at the mid-exponential growth phase (3 to 5 µg chlorophyll ml^−1^). Extractions were performed by vortexing cells in the presence of phenol-chloroform and acid-washed baked glass beads (0.25–0.3 mm diameter) as previously described [95].

For Northern blotting, 10 ug of total RNA was loaded per lane and electrophoresed on denaturing formaldehyde-containing 1% agarose gel. Transfer to nylon membranes (Hybond N-plus, GE Healthcare), pre-hybridization, hybridization and washes were performed as recommended by the manufacture. Probes for Northern blot hybridization were synthesized by PCR using oligonucleotide pairs: arsC_F–arsC_R, rpaB_F–rpaB_R, and slr0948_F–slr0948_R, trxA_1-trxA_2, trxB1-trxB2, trxQ_F-trxQ_R, prxII_F-prxII_R, 1cys-Prx_F-1cys-Prx_R, 2cys-Prx_F-2cys-Prx_R, prxQ1_F-prxQ1_R, prxQ2_F-prxQ2_R (see Table S6) for *arsC*, *rpaB, slr0948, trxA, trxB, trxQ, prxII, 1cysprx, 2cysprx, prxQ1* and *prxQ2*, respectively. As a control, in all cases the filters were stripped and re-probed with a 580-bp *Hind*III-*Bam*HI probe from plasmid pAV1100 containing the constitutively expressed RNase P RNA gene (*rnpB*) from *Synechocystis* sp. strain PCC 6803 (Vioque, 1992). DNA probes were ^32^P labeled with a random-primer kit (Amersham Biosciences) using [α-^32^P]dCTP (3,000 Ci/mmol). Hybridization signals were quantified with a Cyclone Phosphor System (Packard).

For microarray analysis 0.2 µg of RNA were transformed to cRNA using Low Input Quick Amp WT Labeling Kit from Agilent. cRNA was labeled with Cy3 and labeled cRNA was applied to 8X15K arrays. Signal intensities for probes were obtained from the scanned microarray image using Agilent Technologies' Feature Extraction software and quantile normalized. Differentially expressed genes were selected using Limma implemented in One Channel GUI with a *p*<0.05 and at least 2.5 fold change. Gene groups differentially expressed in different genotypes were identified using GSEA tool [96] using hand-compiled gene lists (Table S7) that include functional categories from cyanobase, GO annotation and literature curated gene list (see supplementary material). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE51383 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51383).

### RT-PCR and qRT-PCR

cDNA were prepared with Quantitech reverse transcriptase kit from Qiagene using 1 µg RNA treated with TurboDNAse (Ambion) and following manufacturer's instructions. 2 µl of cDNA were used for each PCR reaction. For qRT-PCR, cDNA was diluted ten-fold and 5 µl were used for each Real-time PCR reaction which were performed using SensiFAST SYBR Hi-ROX Kit (BioLine), and the signals were detected on an ABI StepONE real time PCR instrument (Applied Biosystems) following manufacturer's instructions. The expression levels of the genes of interest were normalized to the constitutive *rnpB* gene. The fold change was calculated using the ΔΔC^t^ method. The results shown are from three independent RNA samples. Primers used for the analysis are indicated in Table S6 and are identified with Q as the first letter in their names.

## Supporting Information

File S1 **Supporting Figures.**
(PDF) Click here for additional data file.

Table S1 **Genes differentially expressed after arsenic treatments in WT Synechocystis cells.**
(XLSX) Click here for additional data file.

Table S2 **Gene list enriched in WT treated with 1 mM arsenite or 50 mM arsenate.**
(XLSX) Click here for additional data file.

Table S3 **Genes differentially expressed between SARS12 and WT.**
(XLSX) Click here for additional data file.

Table S4 **Gene list enriched in SARS12 vs WT treated with 50 mM arsenate.**
(XLSX) Click here for additional data file.

Table S5 **Genes differentially regulated in untreated cells of SARSR when compared to WT.**
(XLSX) Click here for additional data file.

Table S6 **Oligonucleotides used in this work.**
(DOCX) Click here for additional data file.

Table S7 **Hand curated gene list used in the GSEA analysis.**
(XLSX) Click here for additional data file.

# Supplementary material for: Genomic Responses to Arsenic in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 May 5;9(5):e96826. doi: 10.1371/journal.pone.0096826
**Supplement:** File S1 — Supporting Figures.

Figure S1.

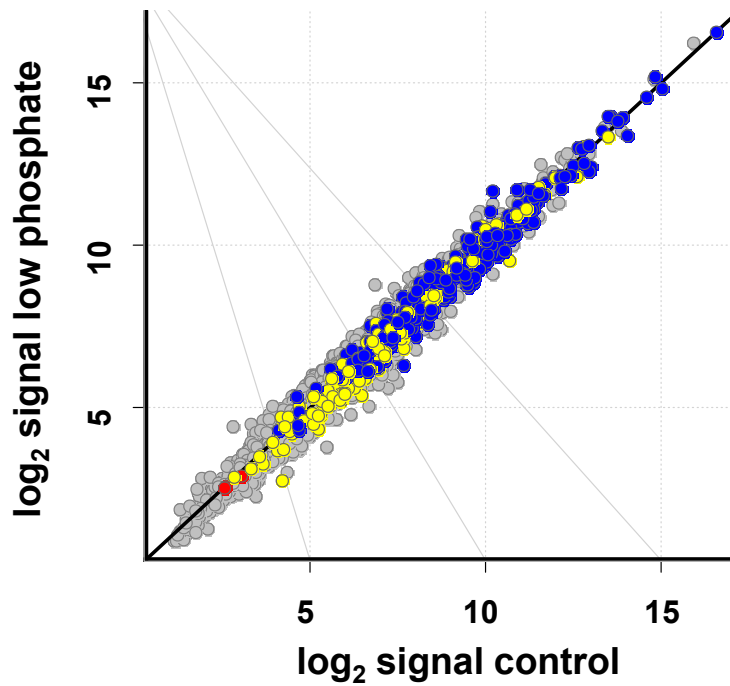

**Figure S1. Low phosphate media does not alter gene expression in the wild type.** Scatter plot showing log<sub>2</sub> of signal obtained from all genes in WT cells grown in BG11C (x-axis) and low phosphate BG11C (y-axis). CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red.

Figure S2.

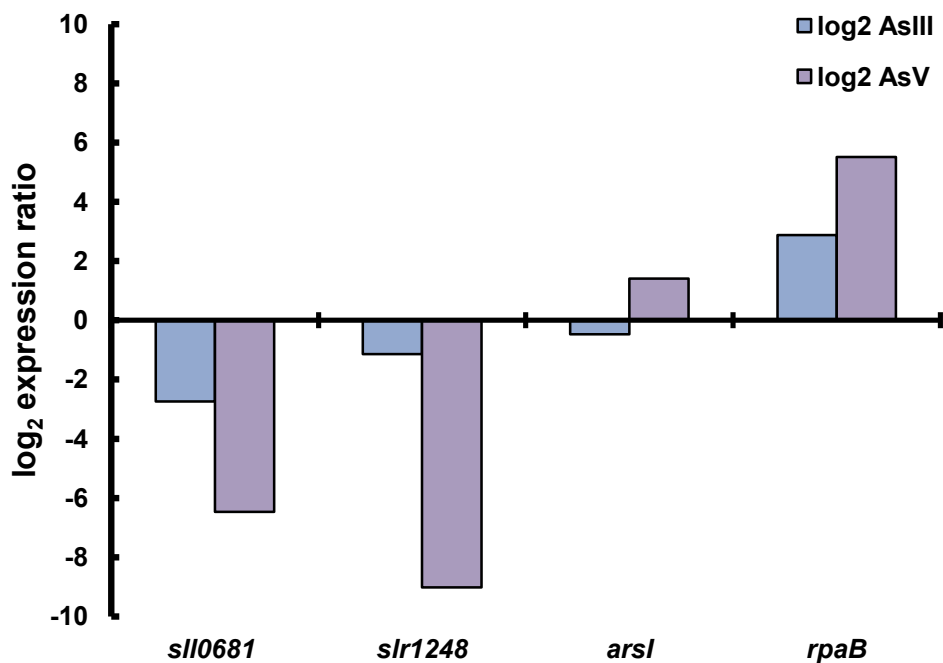

**Figure S2. Expression of selected genes in response to arsenate and arsenite in WT cells analyzed by qRT-PCR.**

Analysis of *sll0681* (*pst-1*), *slr1248* (*pst-2*), *arsI* (*sll5104* and *slr6037*) and *rpaB* (*slr0947*) expression after 1h of 1 mM arsenite (blue bars) or 50 mM arsenate (purple bars) in WT cells. Data are the mean of two biological repeats which are independent experiments from the samples used for microarrays.

Figure S3

A

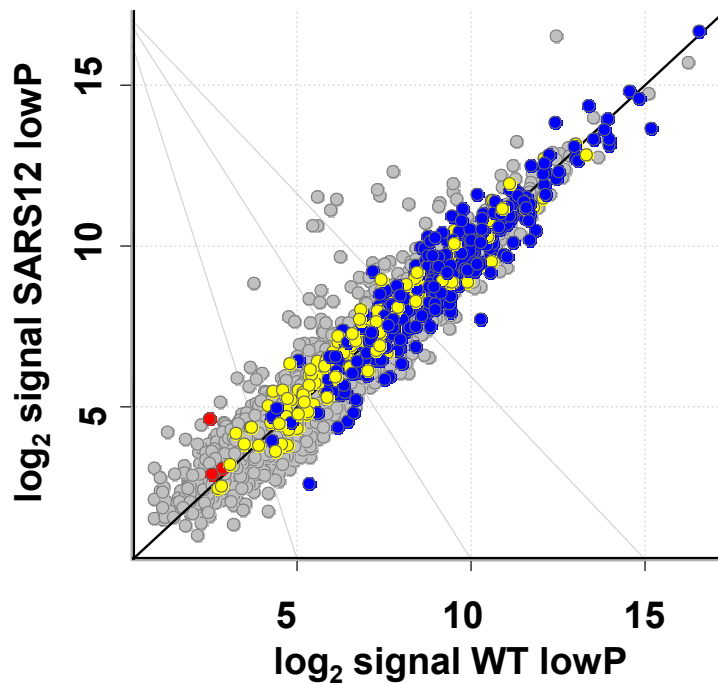

B

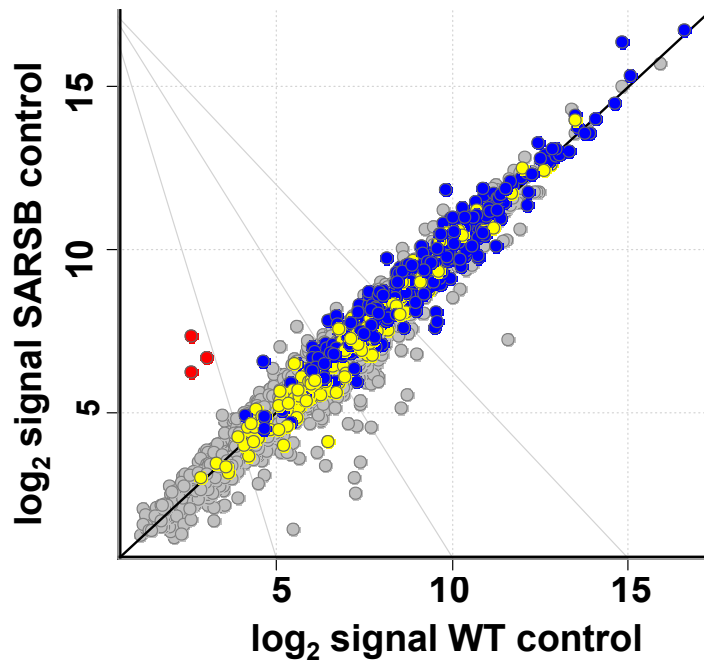

**Figure S3. SARS12 and SARSB have similar gene expression profiles to WT in untreated conditions.**

- A. Scatter plot showing log<sub>2</sub> of signal obtained from all genes in samples from WT grown in low phosphate BG11C (x-axis) and SARS12 grown in low phosphate BG11C (y-axis). CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red.
- B. Scatter plot showing log<sub>2</sub> of signal obtained from all genes in samples from WT grown in BG11C (x-axis) and SARSB grown in BG11C (y-axis). CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue and the *arsBHC* operon in red.

Figure S4.

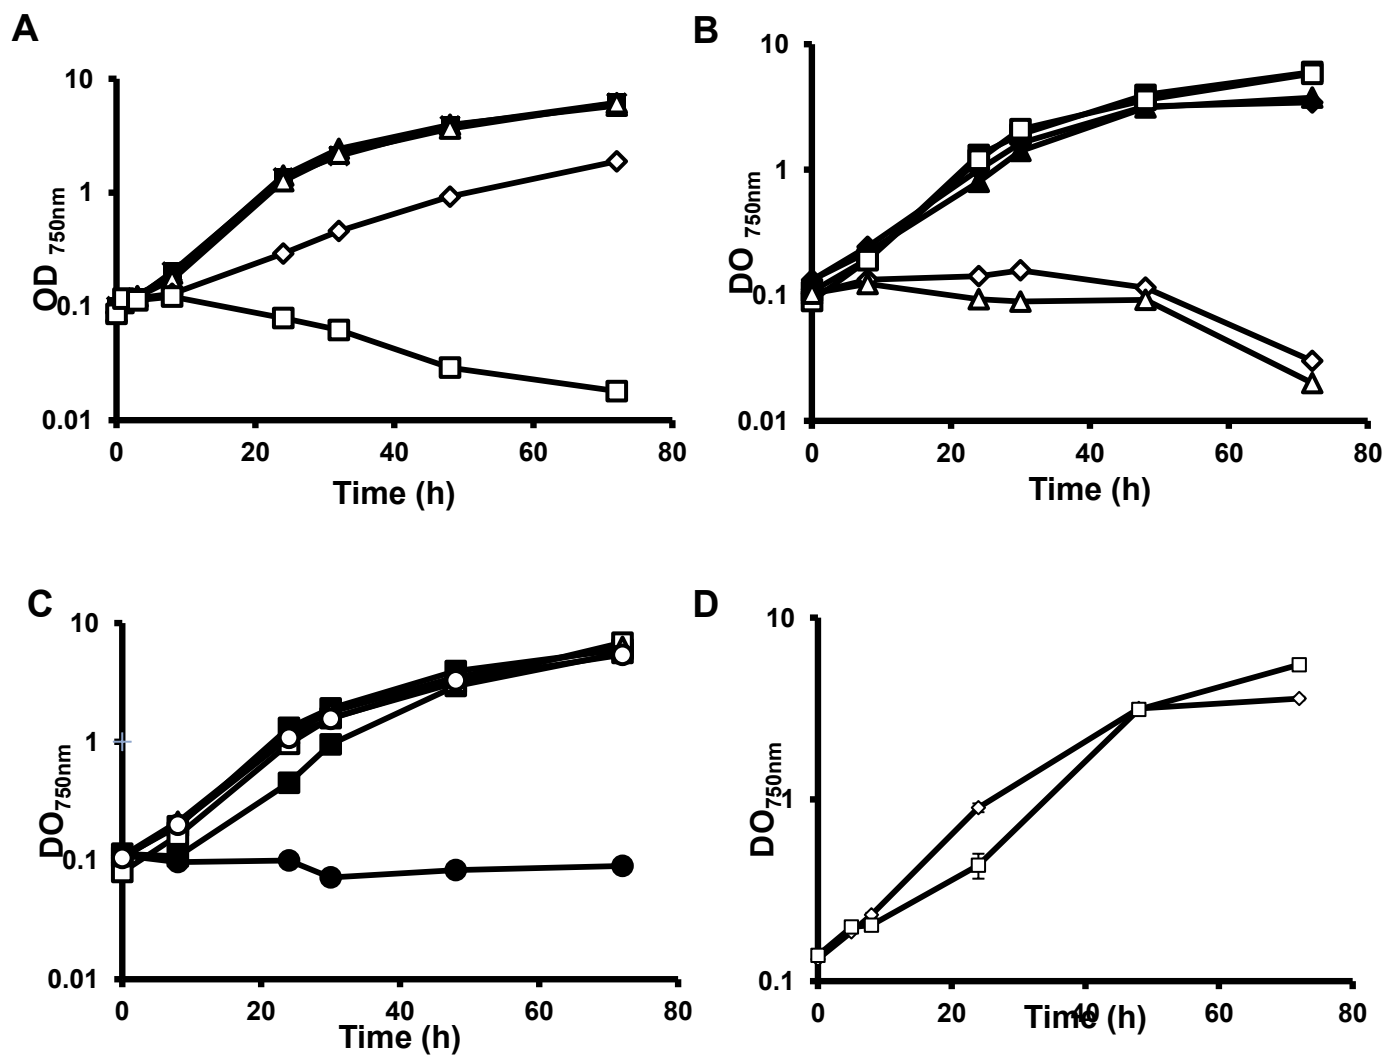

**Figure S4. Growth of SARSB, SARS12 and SARSR in the presence of arsenic.**

- A. Growth of WT and SARSB strains in different arsenite concentrations. Exponentially growing cells of WT (filled symbols) and SARSB (open symbols) were diluted to 0.5  $\mu\text{g chl ml}^{-1}$  (equivalent to 0.1 OD<sub>750nm</sub>) in media containing 100  $\mu\text{M}$  arsenite (squares), 50  $\mu\text{M}$  arsenite (diamonds) or without added arsenite (triangles). Growth was monitored following OD<sub>750nm</sub>.
- B. Growth of WT and SARS12 strains in the presence of different arsenate concentrations. Exponentially growing cells of WT (filled symbols) and SARS12 (open symbols) were diluted to 0.5  $\mu\text{g chl ml}^{-1}$  (equivalent to 0.1 OD<sub>750nm</sub>) in low phosphate media containing 100 mM arsenate (triangles), 50 mM arsenate (diamonds) or without added arsenate (squares). Growth was monitored following OD<sub>750nm</sub>.
- C. Growth of the WT and SARSR strains in the presence of different arsenite concentrations. Exponentially growing cells of WT (filled symbols) and SARSR (open symbols) were diluted to 0.5  $\mu\text{g chl ml}^{-1}$  (equivalent to 0.1 OD<sub>750nm</sub>) in BG11C containing 3 mM arsenite (triangles), 5 mM of arsenite (circles) or without added arsenate (squares). Growth was monitored following OD<sub>750nm</sub>.
- D. Growth of the WT and SARSR strains in the presence of arsenate. Exponentially growing cells of the WT (diamonds) and SARSR (squares) strains were diluted to 0.5  $\mu\text{g chl ml}^{-1}$  (equivalent to 0.1 OD<sub>750nm</sub>) in low phosphate media containing 100 mM of arsenate. Growth was monitored following OD<sub>750nm</sub>; data represent average of 3 independent experiments and error bars represent SE.

**Figure S5**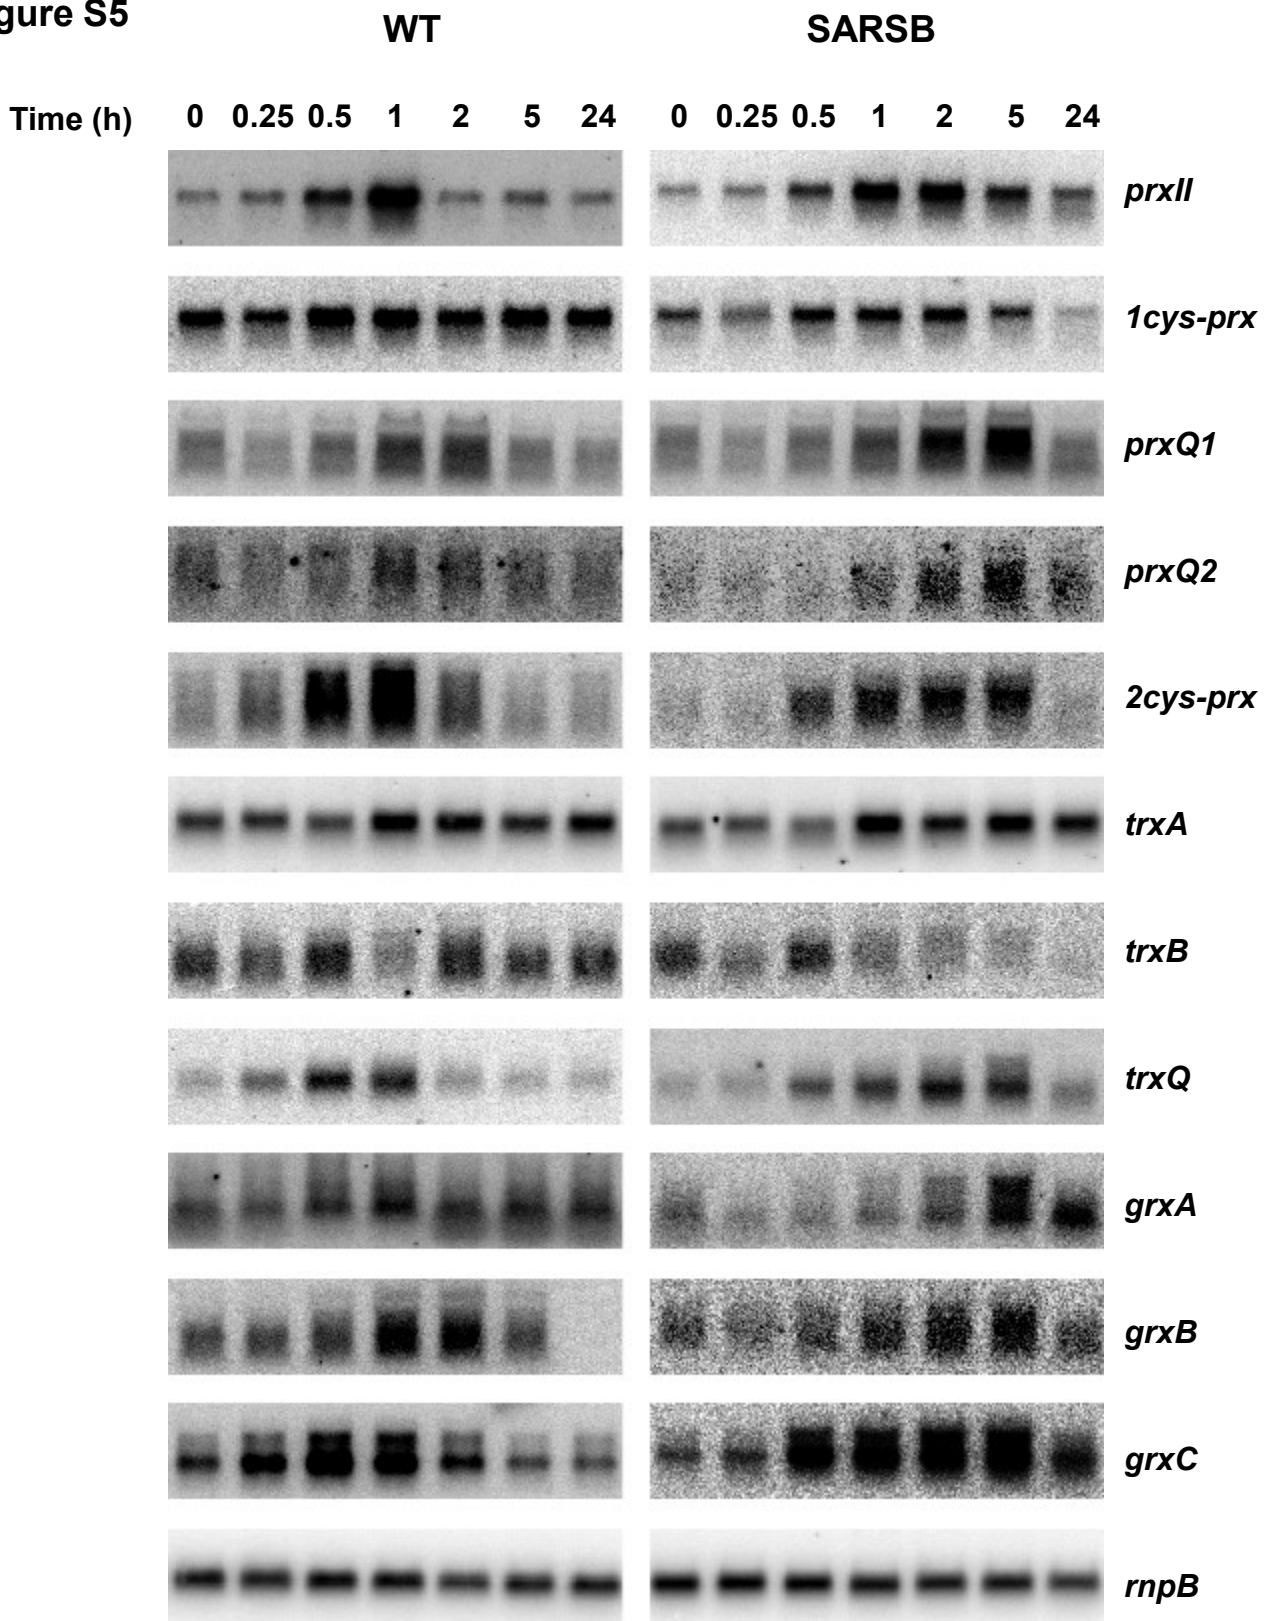

**Figure S5. Expression of redox genes in response to 1 mM arsenite in the WT and SARSB strains analyzed by Northern blot.**

Northern blot analysis of the expression of *prxII*, *1cys-prx*, *prxQ1*, *prxQ2*, *2cys-prx*, *trxA*, *trxB*, *trxQ*, *grxA*, *grxB* and *grxC* after 1 mM arsenite addition. Total RNA was isolated from WT and SARSB cells grown in BG11C after addition of arsenite 1 mM. Samples were taken at the indicated times. The filters were subsequently hybridized with *prxII*, *1cys-prx*, *prxQ1*, *prxQ2*, *2cys-prx*, *trxA*, *trxB*, *trxQ*, *grxA*, *grxB*, *grxC* and *rnpB* gene probes.

Figure S6.

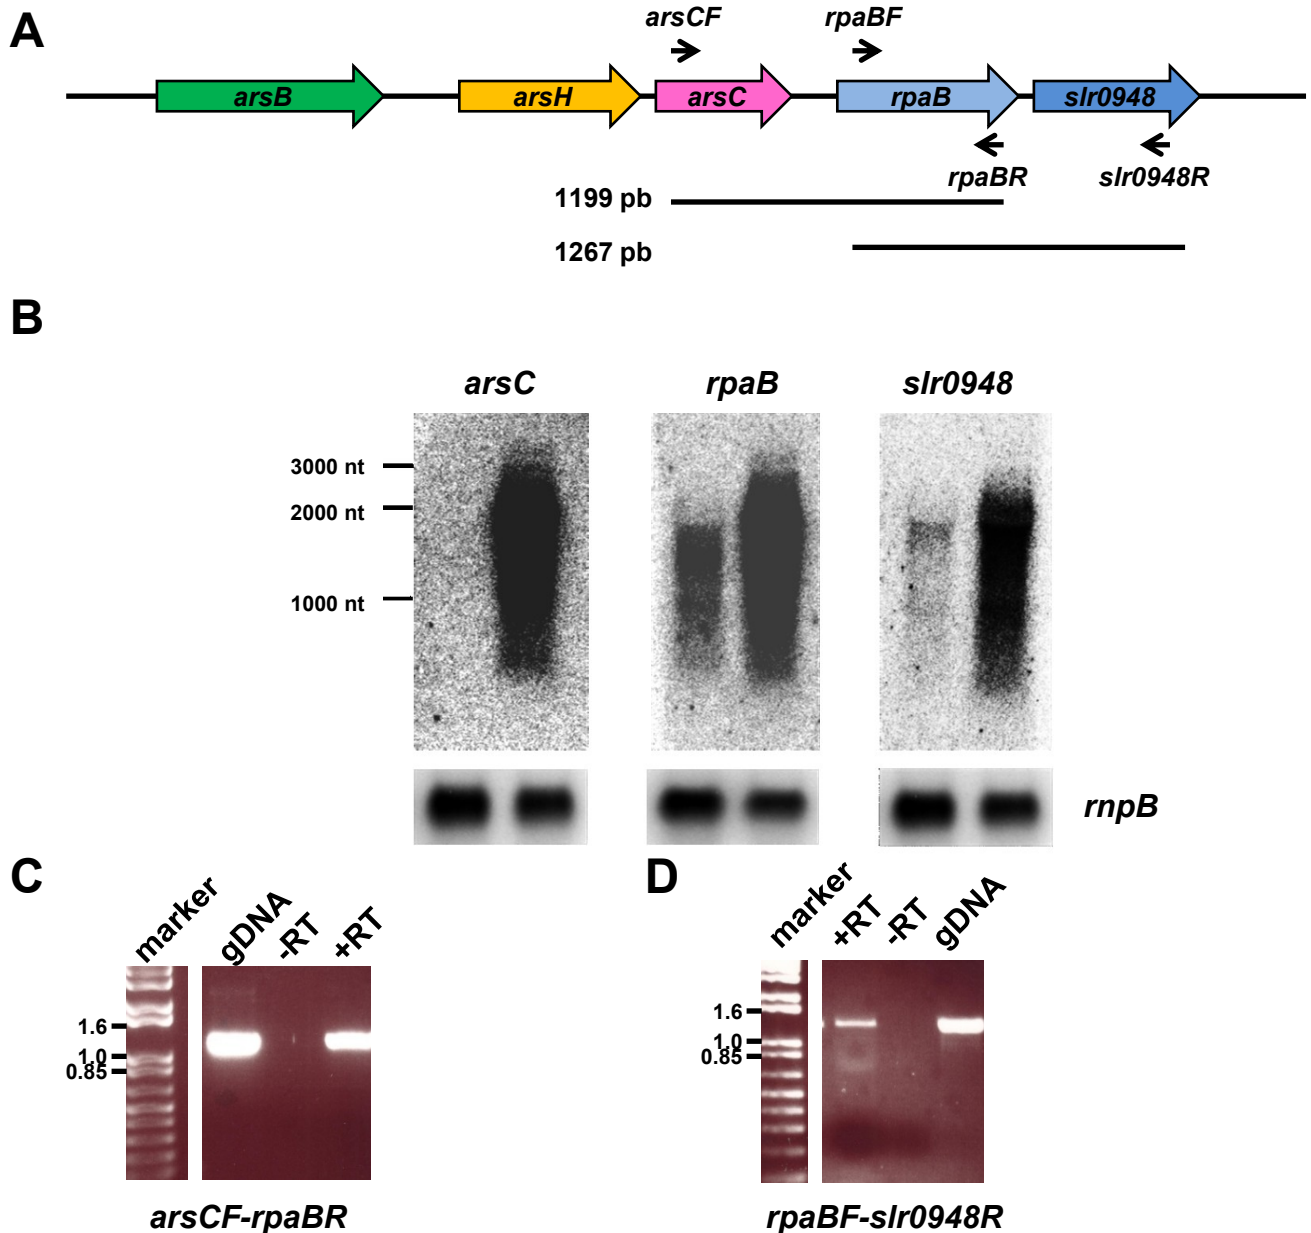

**Figure S6. *arsBHC-rpaBslr0948* are expressed as an operon in response to arsenic.**

- Schematic representation of the *arsBHC-rpaB* genomic region.
- Northern blot analysis of the *arsBHC-rpaBslr0948* operon. RNA was isolated from WT cells grown in BG11C before or 1h after the addition of 1 mM arsenite. The filters were hybridized with *arsC*, *rpaB* and *slr0948* probes and subsequently stripped and re-hybridized with an *rnpB* gene probe as a loading control. A RNA ladder (ssRNA Ladder NEB catalog # N0362S) was also loaded to compare the molecular sizes.
- RT-PCR analysis of the *arsBHC-rpaB* operon. cDNA was generated using RNA extracted from WT cells grown in BG11C 1h after the addition of 1 mM arsenite. 10  $\mu$ l of the PCR reaction using oligonucleotides *arsCF-rpaBR*, was loaded in a 1% agarose gel. (+) RT treatment (-) without RT treatment. A DNA ladder (1kb plus, Invitrogen catalog # 10787-018) was also loaded to compare the molecular sizes.
- RT-PCR analysis of the *rpaB-slr0948* operon. cDNA was generated using RNA extracted from WT cells grown in BG11C 1h after the addition of 1 mM arsenite. 10  $\mu$ l of a PCR reaction, using oligonucleotides *rpaBF-slr0948R*, was loaded in a 1% agarose gel. (+) RT treatment (-) without RT treatment. A DNA ladder (1kb plus, Invitrogen catalog # 10787-018) was also loaded to compare the molecular sizes.

Figure S7.

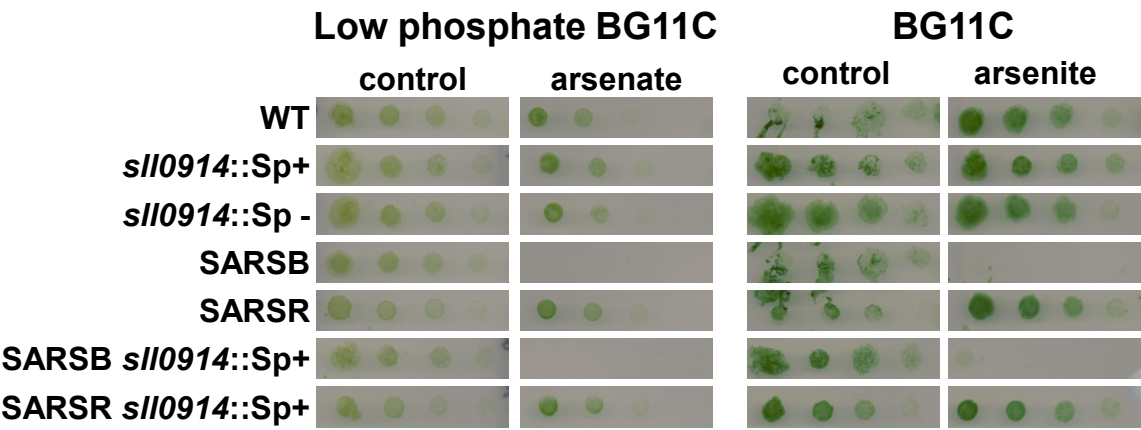

Figure S7. *sll0914* mutation does not affect arsenic resistance.

Phenotypic characterization of mutants in arsenic resistance genes. Tolerance of WT, *sll0914::Sp+*, *sll0914::Sp-*, SARSB, SARSR, SARSB*sll0914::Sp+* and SARSR *sll0914::Sp+* strains to 50 mM arsenate (left panel) and 1 mM arsenite (right panel) was examined. Ten-fold serial dilutions of a 1  $\mu\text{g}$  chlorophyll  $\text{ml}^{-1}$  cells suspension were spotted onto BG11C supplemented with the indicated metal concentrations. Plates were photographed after 5 days of growth.

Figure S8.

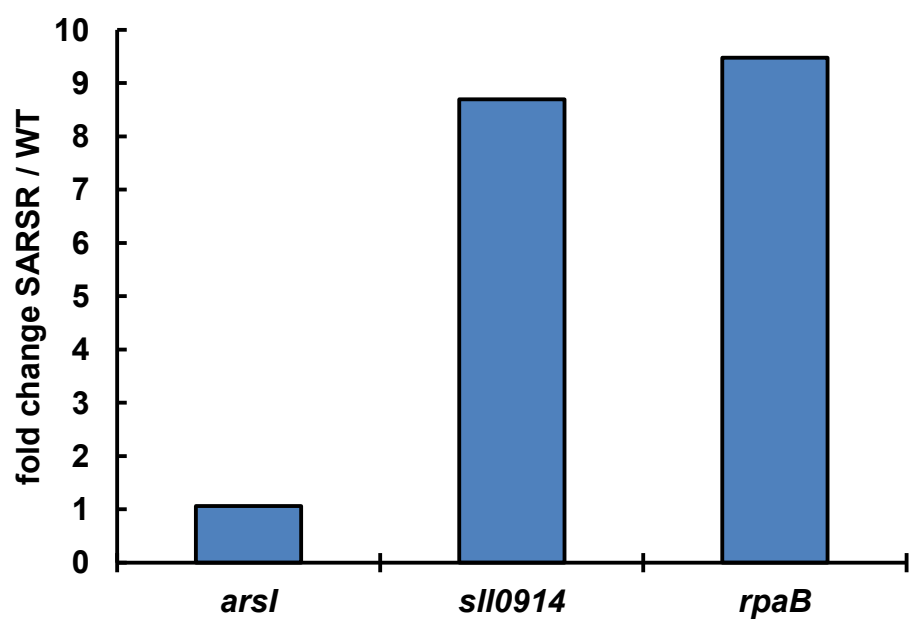

**Figure S8. Expression of *arsl*, *sll0914* and *rpaB* genes in the SARSR strain analyzed by qRT-PCR.**

Analysis of *arsl* (*sll5104* and *slr6037*), *sll0914* and *rpaB* (*slr0947*) expression in control conditions. Bars represent ratio between SARSR vs. WT samples. Data are the mean of two biological repeats which are independent experiments from the samples used for microarrays.

# Supplementary material for: Genomic Responses to Arsenic in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 May 5;9(5):e96826. doi: 10.1371/journal.pone.0096826
**Supplement:** Table S6 — Oligonucleotides used in this work.

Table S6. Oligonucleotides used in this work

| Oligonucleotide | Sequence 5’ to 3’ |
| --- | --- |
| arsC_F | CTGTCGCTCCCAAATGGCAG |
| arsC_R | CGATCAGGTTTTCCACCCGTTC |
| rpaB_F | CATGATTGGCTATGAAGTG |
| rpaB_R | CAGAATGCGTTGGAACAGG |
| slr0948_F | CAATCGTATTGTTCGTTTA |
| slr0948_R | GGAATATTGGCTCCTAGG |
| sll0914_F1 | ATGCCCGCCCCCAAAATTATT |
| sll0914_R1 | GGATTAACGGATCCCACAAAG |
| sll0914_F2 | CGGACTTTGTGGGATCCGTTA |
| sll0914_R2 | CCAAAATGCACTCAGTCAAAT |
| slr1248_R | GGCGATGAAGGAACTAACCA |
| slr1248_L | TGGGAATTCATCGTCAGTCA |
| sll0681_L | CCGTCAGTATTGGGCTGATT |
| sll0681_R | GGCTGGTAACAGGATTCCAA |
| grxA250F | GGCTGTCTCGGCAAAAATTG |
| grxA250R | GGTCCAACTTGCCTGCACCATC |
| grxB331F | GGCTAATTTGTTCAACTGGC |
| grxB331R | CTAGGCTGGGTTAGGAGGAG |
| grxC295F | GCAAGAATTGATCAGTTGGTC |
| grxC295R | GCCACTTCTAACATTTCCTGC |
| trxA_1 | TTCCAGTATGAGTGCTACCC’ |
| trxA_2 | AAGCCAGCGCTTAAAGATAT |
| trxB1 | GACCATTCATATGAGTTTAC |
| trxB2 | CAAATAGCTCGAGTCAGTTTAGGG |
| trxQ_F | ACTGGATTAATATCTTTGCG |
| trxQ_R | CTAAAGGTTTGTTGTCG |
| prxII_F | GAGGTACATATGACCCCCGAACG |
| prxII_R | GGTTTCACTCGAGTAATCAC |
| 1cys Prx_F | GCTACATATGGCCTTACAACTCGGTGATG |
| 1cys Prx_R | GCTACTCGAGCTTATTGGGTTGGGGGGTC |
| 2cys Prx_F | GCTACATATGACAGAGGTATTAAGGGTAG |
| 2cys Prx_R | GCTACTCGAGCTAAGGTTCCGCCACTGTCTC |
| prxQ1_F | GAATTTTTTTCATATGGCCACTGCCTTAG |
| prxQ1_R | CCAAGGCTCGAGGATTTGCTTGC |
| prxQ2_F | CCTGGGGCATATGCAACCAGAGTTG |
| prxQ2_R | CGGGATTATTTACGTCGACGGGGAG |
| Q_arsI_F | TGGTAAACAGGCCATTGTC |
| Q_arsI_R | CAGAAGGCCAATGATCCAAC |
| Q_rnpB_F | CACAGAAAAATACCGCCCT |
| Q_rnpB_R | TTAGTCAGCAGAAAAACCC |
| Q_rpaB_F | ATCCGACGCATACTGGAAAC |
| Q_rpaB_R | GCATCATCACATCCAACACC |
| Q_sll0914_F | AAGCCTTCCCTGGTGAGAAC |
| Q_sll0914_R | GGGCGGAATCAAAATTGTAC |

How the deposited data were processed for this re-analysis (not part of the article)

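The data are the one-color Agilent arrays of 28 *Synechocystis* cultures in 10 groups, 16 of WT and 4 each of SARSB, SARSR and SARS12, as described at the experiments above. Conditions, doses and replicate numbers were taken from the sample labels and the paper, which gave the same groups. The labels write the formula of the arsenate salt differently from the paper's methods, and the paper's was used.

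The authors deposited the spot intensities of each array as exported by Agilent's Feature Extraction software, version 10.5.1.1, including mean spot signal, local background, a processed signal corrected for background, and flags. The authors also deposited a table of normalized signal for the same arrays. That table holds the processed signal after quantile normalization on the linear scale. This was checked by setting each column against the scanner values of its array, where the lowest Spearman correlation was 0.99999. The arrays were designed by Agilent for this genome, and the genome build behind the coordinates is not stated in the annotation. Coordinates are therefore those of the array annotation, on its chromosome 1, and no reference genome was used here.

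From the spot intensities, 536 control spots per array and the spots flagged as outliers were left out, and no spot was saturated (0 spots). The log2 of the processed signal was quantile normalized between all arrays, and the 15204 oligonucleotides were averaged to 4094 targets by their systematic name. Of these, 3799 genes remained when other models of a gene were joined to it. limma (version 3.58.1, R 4.3.3) was fitted with a mean for each group over all 28 arrays, and 15 comparisons were drawn from that fit, 4 of them interactions, that is differences between groups in their response. P-values were adjusted by Benjamini-Hochberg over all targets of a comparison. The limits for a call were an adjusted p of 0.01 and a change of 2.5-fold. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Columns of per-sample values that were not used numbered 0.

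The depth of an array was taken as the share of its oligonucleotides well above background, which ran from 55.94 to 99.19% with a median of 87.145%. The lowest values were on the SARS12 arsenate arrays and on 1 WT arsenite array. Where a target was not well above background on any array of a group, only a bound was given. Groups of 2 or 4 arrays limit the precision, and the 2-array groups rely on the spread shared over all groups.

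Genes named in the text were fixed before the data were examined, as were the comparisons and most alternatives. The rule was every gene that the paper names in connection with the arrays, 39 genes of which 37 were found, and, in each comparison with calls, at most 5 targets higher and 5 lower with the largest change among those called whose arrays did not overlap between the groups. Genes named outside this rule are said to be so. NT01SS1698, called in SARSR, was named after its value had been seen, since so few targets were called there. Gene sets were made by matching symbols and products in the array annotation. They were tested by camera with a preset correlation of 0.01, on 3782 genes, with sets of at least 5 genes. Of 10 sets 9 were tested, since the set for iron-sulfur clusters matched 1 gene. The limit for sets was an adjusted p of 0.05. The paper's lists from other experiments (Table S7) were held only in part, 49 of 247 list columns, and no test was run on them. Northern blots, qRT-PCR and growth curves are not analysed here.

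Alternatives tried were scaling to the 75th percentile, normexp background correction with an offset of 50, the authors' normalized table, flagged spots kept, only targets well above background on every array of at least 1 group (3904 targets), only the compared groups in the fit, unadjusted p-values, an adjusted p of 0.05, no fold limit, the slide as a fixed or as a random block (consensus correlation 0.016), the replicate number as a block, only the WT arrays of the same scan, and leaving out each array in turn. For gene sets, fry and camera with an estimated correlation were added. After the data had been seen, each scan alone, the scan as a block, array weights, oligonucleotides tested singly, and a replicate block within each strain and medium were added. Where 1 array was left of a group of 2, that array was assumed to vary like the other groups.

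Whether replicate numbers pair the cultures was checked by correlating deviations from group means. Arrays of the same number correlated with r from 0.18 to 0.40 between WT control and arsenite, and from 0.22 to 0.48 between WT low phosphate and arsenate. Arrays of different number in the same scan correlated with r from 0.11 to 0.43 and from 0.07 to 0.22, so that for control and arsenite the same number gave no closer relation than the same scan. With every same-number r over 0.1, these numbers were treated as pairing, though the scan alone gives such values too. That pairing entered only the splits of arrays and the replicate blocks among the alternatives. The main fit held no pairing term, so its p-values and calls are unpaired. Between WT control and low phosphate r ran from -0.38 to 0.18, and those numbers were not taken as pairing. For the mutants, with 2 arrays per group, r was 0.45 in SARSB, 0.18 in SARSR and 0.04 in SARS12.

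The calculations were tested on simulated data made from these arrays with 200 changed targets. For WT arsenite against control over 4091 targets, 89.3% of those changed at least 4-fold were recovered with 0 unchanged targets called. For the difference between the WT responses it was 77.3% with 0. At exactly 4-fold these shares were 78% and 52%. For gene sets over 3782 genes, 8 of 9 shifted sets were called by camera and by fry, with 0 other sets. Each gene was simulated with independent noise, without inter-gene correlation or differences between scans. The count of 0 other sets therefore cannot tell how often genes varying together would give false calls in these arrays.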

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

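The comparisons by scan and the tests of the explanations given here were chosen only after the results had been seen, while the differences between strains and the gene set tests had been planned.

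In WT the arrays of replicates 1 and 2 (scan 1) and of replicates 3 and 4 (scan 2) differed in their responses. Tested as a difference between the scans, 288 targets were called for low phosphate against control, 1345 for arsenate against arsenite, 673 for arsenite against control and 42 for arsenate against low phosphate. For the untreated media the difference ran in opposite directions in the 2 scans. In separate fits to each scan alone, 18 targets were called in both, all 18 in opposite directions. A shift shared by all arrays of a scan would move control and low phosphate alike, but scan 2 minus scan 1 was negatively correlated between the 2 groups (r = -0.4 across targets). Signal near background is argued against too, since over the 1009 targets well above background on every array the correlation between scans of low phosphate minus control stayed at -0.62. A candidate explanation is that the labels control and low phosphate are exchanged among the WT arrays of scan 2. Each of those groups lay nearer the other group of scan 1, with 18 targets called between control of scan 2 and low phosphate of scan 1 and 7 between low phosphate of scan 2 and control of scan 1, against 326 and 59 between the scans for the same label. SARS12 low phosphate, hybridized in scan 2, differed in 246 targets from WT low phosphate of its scan and in 0 from WT control of its scan by limma, with 192 of the latter at an unadjusted p under 0.05. An exchange in scan 1 in place of scan 2 is argued against by SARSB control, which differed in 24 targets from WT low phosphate of its scan and in 3 from WT control. An exchange made only when the data were submitted is argued against by the paper's Table S1, in which 917 of 1001 ratios (91.6%) lay within 5% of those computed from the present labels. That the cultures of replicates 3 and 4 were grown with another phosphate supply than their labels cannot be told apart from exchanged labels, since the phosphate transport genes, with a median of -4.82 for low phosphate against control in scan 2, would follow the medium in either case. A difference in growth between the 2 series of cultures stays open as well and was not tested. Every value was computed with the labels as given.

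For the treated cells the same was seen. The difference of arsenate from arsenite was opposite in the 2 scans, with a correlation of -0.72 over the bright targets, which argues against signal near background. Scan 2 minus scan 1 was correlated between arsenite and arsenate with r = -0.24, which argues against a shared shift. A candidate explanation is that arsenite and arsenate, with their media, are exchanged among the WT arrays of scan 2. WT arsenate of scan 2 differed in 18 targets from WT arsenite of scan 1 and in 471 from WT arsenate of scan 1. WT arsenite of scan 2 lay far from both groups of scan 1, with 699 targets called against arsenate and 1210 against arsenite, so that an exchange would leave a large part of its difference open. An exchange of WT arsenite arrays with SARS12 arsenate arrays is argued against by *arsC*, which was at 11.04 or more on the WT arsenite arrays of scan 2 and at 5.78 in SARS12. No biological explanation was tested.

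In SARS12 the response to arsenate differed from that of WT in 125 targets. Among the named genes *arsB* differed by -1.95, *arsH* by -3.25, *arsC* by -5.99, *sigD* by 4.52 and *hliA* by 2.83. *arsC* is disrupted by a cassette in this strain. Between the strains after arsenate, dim signal on the SARS12 arrays is argued against as the whole cause, since of the 1009 bright targets 19.3% were called and of the other 3085 targets 13.9%. If the WT arrays labelled arsenate in scan 2 came from arsenite-treated cultures, far fewer targets should be called against those labelled arsenite, and this was so, with 130 against 1161. Within scan 2 this cannot be told apart from a SARS12 response to arsenate that resembles the WT response to arsenite, since all SARS12 arrays were in scan 2. Set against the WT arrays of scan 1, SARS12 arsenate differed in 1487 targets from arsenite (r = 0.762) and in 1154 from arsenate (r = 0.828). These values argue against such a resemblance, though they also hold any difference between the scans. Against both WT groups of scan 2 *sigD* and *hliA* were higher in SARS12. The count of 125 was 6 without SARS12 low phosphate replicate 1. A direct effect of arsenate in cells without arsenate reductases stays open as a hypothesis.

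Among the gene sets the phycobilisome (median 0.55) and sulfur and glutathione metabolism (median 0.85, 14 of 18 genes higher, adjusted p = 0.0232) differed between SARS12 and WT in the response to arsenate. Genes of a set varying together is a candidate explanation. With the inter-gene correlation estimated from the arrays the adjusted p of the sulfur set was 0.13 and that of the phycobilisome 0.376. Under fry, which also allows for that correlation but does not set a set against the other genes, both stayed under 0.05 (adjusted p = 0.00156 and 0.0105), so that the explanation stays open.

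In SARSB the response to arsenite differed from WT in 3 targets, which were *arsB* (slr0944), *arsH* (slr0945) and *arsC* (slr0946). A raised untreated level alone is argued against, since the treated level of *arsC* was also lower than in WT (-1.8), though that call depended on the scaling. Saturated spots are argued against, with 0 on all arrays. An effect of the cassette in *arsB* on transcription of the operon stays open and was not tested here.

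In SARSR the response to arsenite differed from WT in 189 targets, and in 53 without SARSR control replicate 2. Arrays from cultures that arsenite did not reach would show no correlation with WT, and the fold changes correlated with r = 0.04. This cannot be told apart from a strain that does not respond, since the operon, which marks arsenite in WT, is expressed without arsenite in SARSR. Single genes, picked by their values, moved as in WT. *nrsD* (slr0796) went from 4.74 ± 0.15 to 6.49 ± 0.54 (SD, n = 2) in SARSR with arsenite, by 1.75 (limma, unadjusted p = 0.0722, not called), against 3.13 in WT. The smallest p-values were those of the neighbouring sll0384 (-3.16, adjusted p = 0.0382) and sll0385 (-2.67, the same adjusted p), with -3.53 and -2.80 in WT. These genes argue for arsenite having reached the cultures, but a few genes chosen in this way do not exclude the contrary.

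Single arrays lay far from the other 3 of their group, by the gap to the nearest array over the whole range, in 7 of 156 groups tested. These were *sigB* in WT arsenate replicate 4 (9.32), *dnaK2* in the same array (12.32), *sigD* (7.7), *isiA* (15.33) and *psbA2* (10.04) in WT arsenate replicate 1, *rpaB* in WT control replicate 1 (9.49) and *grxC* (ssr2061) in WT low phosphate replicate 3 (4.14). The share, 4.5%, is about the 5% that chance gives. For *isiA* a poor array is argued against, since 84.72% of the oligonucleotides of that array were well above background, within the range of the group (83.02 to 91.21%).

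Targets without locus tag or antisense to a gene, which the paper does not discuss, were called in number, 122 after arsenite (75 higher) and 140 after arsenate (87 higher), or 13.6 and 15.6% of 900 such targets. The paper's Table S1 lists 62 and 81 of them. Of those with a locus tag 18.2 and 23.6% were called. Transcription running on from the nearest gene on the same strand may explain part of them. After arsenite 32.5% of the called targets without locus tag had such a gene called in the same direction, against 7.9% of those not called (Fisher's exact test, two-sided, p = 4.11e-12), so that for most no such gene was called. The nearest gene on the other strand gave 30.0 and 8.9%. Noise near background is argued against, since 113 of 120 (94.2%) were measured on all 4 arrays of at least 1 group. Transcripts of their own stay open as a hypothesis.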

How the results depend on the processing

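Each scan alone, the scan as a block, array weights, oligonucleotides tested singly, and a replicate block within strain and medium were chosen only after the results had been seen. For the 17 counts and profile correlations, 304 recomputed values stayed within 1.5 times the count or within the spread, 43 rose past it, 51 fell below it and 9 correlations moved. For named targets 4246 recomputed values kept their status, called or not, 232 lost a call and 93 gained one. A further 87 changed sign without a call in either fit. For gene sets 617 kept their status, 17 lost a call and 14 gained one. Results called in neither fit count as kept, so the kept totals do not give how many calls held. No named target or set that was called in either fit changed sign. Of the recomputed correlations of fold changes 27 stayed within the spread and 12 moved. For correlations the spread is the SD between replicate numbers, which for SARSB and WT came from replicates 1 and 2 of scan 1 only. The correlation of WT arsenate and WT arsenite fold changes moved only with 1 scan alone, from 0.917 to 0.763 and 0.643. The correlation of SARSB arsenite and WT arsenite fold changes, 0.82, ranged from 0.744 without WT arsenite replicate 2 to 0.938 with scan 1 alone, and moved to 0.79 with the 75th percentile and 0.872 with normexp. Except where a fit holds fewer arrays by construction, the cause was not tested.

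Scaling each array to its 75th percentile gave 0 targets for SARSB against WT after arsenite, 368 for SARS12 against WT after arsenate, 108 for the SARSR interaction and 41 for the SARS12 interaction. It also moved the share of higher calls, from 45.4% to 55.5% (352 higher, 282 lower) for WT arsenite, and normexp moved it from 44% to 56.6% (60 higher, 46 lower) for the SARS12 interaction.

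With normexp WT arsenite gave 266, WT arsenate 310, untreated SARSB against WT 1, SARSB arsenite against control 290, SARS12 against WT after arsenate 211, SARS12 arsenate against low phosphate 363 and SARSR arsenite against control 1.

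With only the compared groups in the fit, and so fewer arrays to estimate the spread, WT arsenite gave 399, SARSB against WT after arsenite 0, SARSB arsenite against control 1058, SARS12 against WT in low phosphate 0, after arsenate 182, SARS12 arsenate against low phosphate 1119, untreated SARSR against WT 4, SARSR arsenite against control 5, the SARSR interaction 62 and the SARS12 interaction 205.

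Unadjusted p-values under 0.01 gave 3 for low phosphate against control, 8 for untreated SARSB, 38 for SARSB after arsenite, 110 for SARS12 in low phosphate, 37 for untreated SARSR, 9 for SARSR arsenite against control, 2 for the WT interaction, 20 for SARSB, 485 for SARSR and 581 for SARS12. An adjusted p under 0.05 gave 6 for SARS12 in low phosphate, 984 after arsenate, 2 for SARSR arsenite against control, 392 for the SARSR interaction and 478 for the SARS12 interaction.

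With the slide as a block SARSB after arsenite gave 0, SARS12 after arsenate 365, SARS12 arsenate against low phosphate 439, the SARSR interaction 109 and the SARS12 interaction 35. With the replicate number as a block (replicate block) SARS12 in low phosphate gave 23 and after arsenate 1027, and no other count moved by over 1.5 times. The mutants share the numbers 1 and 2 with WT arrays of another scan in the case of SARS12. With WT of the same scan only, the SARSR interaction gave 371, SARS12 in low phosphate 228, SARS12 after arsenate 1089 and the SARS12 interaction 668.

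Of the alternatives added later, scan 1 alone gave 19 for low phosphate against control and 14 for the WT interaction. Scan 2 alone gave 1101 for WT arsenite, 239 for low phosphate against control and 395 for the WT interaction. The scan as a block gave 188 for the SARS12 interaction. Array weights gave 990 for SARSB arsenite against control, 220 for SARS12 in low phosphate, 1082 after arsenate, 1234 for SARS12 arsenate against low phosphate, 58 for untreated SARSR, 9 for SARSR arsenite against control, 378 for the SARSR interaction and 825 for the SARS12 interaction. Oligonucleotides were also tested singly, with a target counted when at least 50% of its oligonucleotides were called in 1 direction. This gave 0 targets (3 oligonucleotides) for SARS12 in low phosphate, 90 targets (306 oligonucleotides) for the SARSR interaction and 67 targets (272 oligonucleotides) for the SARS12 interaction. The correlation of the WT arsenate and arsenite profiles was 0.859 in scan 2 alone. That of SARSB and WT was 0.963 with normexp, 0.949 with dim targets left out and 0.988 in scan 1 alone.

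Leaving out single arrays gave 0 to 3 for SARSB against WT after arsenite (0 without either SARSB array), 266 to 416 for SARSB arsenite against control, 0 to 1 for SARSR arsenite against control, 4 to 11 for untreated SARSR, 53 to 205 for the SARSR interaction, 0 to 2 for SARS12 in low phosphate, 176 to 734 after arsenate, 356 to 398 for SARS12 arsenate against low phosphate and 6 to 143 for the SARS12 interaction. The lowest counts came without SARS12 arsenate replicate 1 (176) and without SARS12 low phosphate replicate 1 (6). The SARSB and WT profiles correlated with r from 0.917 to 0.975. Medians ran from -0.53 (without WT control replicate 3) to 0.02 (without WT control replicate 2) for ribosomal proteins in WT arsenite, from -0.56 to -0.2 for ribosomal proteins in SARS12 against WT, and from 0.71 to 0.97 for the sulfur set in the SARS12 interaction.

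Among the gene sets fry lost ribosomal proteins in WT arsenate (-0.63, adjusted p = 0.128) and phosphate transport in SARS12 against WT (2.95, adjusted p = 0.0889). It gained the sulfur set in WT arsenate (-0.16, adjusted p = 0.0298) and in SARS12 against WT (0.25, adjusted p = 0.00326) and proteases in SARS12 against WT (-0.42, adjusted p = 0.0072). An estimated correlation lost photosystem II (-1.19 and -0.97), ATP synthase (-3.41 and -3.92) and phosphate transport (-3.11 and -2.91) in WT, ribosomal proteins in WT arsenate, the phycobilisome (0.47) and phosphate transport in SARS12 against WT, and the phycobilisome (0.55) and sulfur (0.85) sets in the SARS12 interaction. The 75th percentile gained ribosomal proteins in WT arsenite (-0.23) and in SARS12 against WT (-0.18). Normexp lost phosphate transport in SARS12 against WT (1.56), and the slide block gained photosystem I there (0.72). Scan 1 alone gained ribosomal proteins in WT arsenite (-0.53). Scan 2 alone gained photosystem II (0.95) and ribosomal proteins (-0.83) in SARS12 against WT, and photosystem II (0.76) and phosphate transport (-2.34) in the SARS12 interaction, where it lost the phycobilisome (0.29) and sulfur (0.69).

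The SARS12 arsenate arrays, with 55.94 and 65.15% of oligonucleotides well above background, limit the most what can be said of dim targets, and 137 of the 623 differences called from WT are bounds. WT arsenite had 1 array at 60.05%.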

Differences from the paper's values

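No test in this part was chosen after the results had been seen, except where a setting is said to be so. The paper's counts are called genes there and are compared with called targets here. A count or ratio under an alternative is given as within the limit where the larger of it and the paper's value was at most 1.5 times the smaller, which does not make them equal.

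For WT after arsenite, the paper gives 179 induced genes and 319 targets were called higher here. Of the alternatives set before the data were examined, only the fit to the compared groups came within the limit (184), and none of the others did. The paper gives 242 repressed genes, and 384 targets were called lower here. The 75th percentile (282), the compared groups alone (215), the slide block (340) and leaving out WT arsenite replicate 3 or 4 or WT control replicate 1 or 2 (323 to 349) came within the limit. The other alternatives did not. The paper gives 421 changed genes in all against 703 here. The compared groups alone (399), and leaving out WT arsenite replicate 4 or WT control replicate 1 or 2 (625 to 631), came within the limit and the others did not.

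After arsenate the paper gives 266 induced genes, and 436 targets were called higher here. The compared groups alone (366) and leaving out WT arsenate replicate 1 or 2 or WT low phosphate replicate 2, 3 or 4 (360 to 399) came within the limit, and the others did not. The paper gives 580 changed genes in all against 892 here. The 75th percentile (797), the authors' normalized table (870), the compared groups alone (766), the slide block (833) and leaving out WT arsenate replicate 1 or 2 or WT low phosphate replicate 2, 3 or 4 (787 to 816) came within the limit, and the others did not. Of the 179 and 242 genes in the paper's Table S1 for arsenite, 175 (97.8%) and 236 (97.5%) were called here in the same direction, and of the 266 and 314 for arsenate, 260 and 306. Conversely, 292 of the targets called here after arsenite and 326 of those after arsenate are not in that table.

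The paper's R between the SARSB and WT profiles after arsenite is 0.93, and r was 0.953 here. The SD between replicates, 0.00283, came from single arrays of replicates 1 and 2 in scan 1, with r of 0.98 and 0.984. It does not measure the spread of 0.953, which also holds the WT arrays of scan 2. With the 75th percentile (0.95), normexp (0.963), the authors' normalized table (0.953) and dim targets left out (0.949) the difference remained, so that none of the alternatives set before the data were examined closed it. Leaving out WT arsenite replicate 1 or 2, chosen after seeing the values, gave 0.921 and 0.917, and without SARSB arsenite replicate 2 it was 0.944. The difference thus lies within what leaving out single arrays can move.

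The paper's Table S3 for SARS12 against WT after arsenate lists 253 induced and 286 repressed targets. Of these, 214 (84.6%) and 252 (88.1%) were called here in the same direction, and 1 repressed target in the opposite one. The ratios were within 1.5-fold of those here for 72.3% and 68.2%. In that table *aqpZ* (slr2057) has a ratio of 3.24593, against 5.22 here. With normexp (2.96) and without WT arsenate replicate 2 (4.7) or 4 (4.25) the ratio was within the limit, and under the other alternatives it was not. *ziaA* (slr0798) has a ratio of 0.213603 in the paper, against 0.0694 here, and none of the alternatives came within the limit. The highest was 0.0914, with the 75th percentile. *2cys-prx* (sll0755) has 0.154381 in the paper, against 0.0863 here. The 75th percentile (0.106), normexp (0.114) and leaving out WT arsenate replicate 3 (0.111) came within the limit, and the others did not.

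The paper states that arsenite induced *2cys-prx*, *gpx1*, *corT* and *ctaA*, which rose but were not called here. *2cys-prx* (1.89, adjusted p = 0.0187) was called with unadjusted p-values, with an adjusted p of 0.05 and without WT arsenite replicate 3 or 4, and, in settings chosen after seeing the values, in scan 1 alone and with array weights. *gpx1* (1.16) was called without WT arsenite replicate 3, without WT control replicate 3, with no fold limit and in scan 1 alone, the last chosen after seeing the values. *corT* (1.47, adjusted p = 0.0186) was called with unadjusted p-values and an adjusted p of 0.05, and in scan 2 alone and with a replicate block within strain and medium, both chosen after seeing the values. *ctaA* (1.12, adjusted p = 0.0401) was called only in scan 1 alone, chosen after seeing the values. Of *2cys-prx* after arsenate (1.47, adjusted p = 0.0587), scan 2 alone, chosen after seeing the values, gave the only call.

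The paper states that genes of translation were repressed by both treatments. The ribosomal protein set passed 0.05 after arsenate and not after arsenite (median -0.22, adjusted p = 0.208), where it passed with the 75th percentile (-0.23) and, chosen after seeing the values, in scan 1 alone (-0.53).

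For SARS12 in low phosphate the paper's text gives *arsC* as the only difference from WT. *arsC* was not called here (0.04, adjusted p = 0.963), and *norB* was. The paper's Table S3 lists *norB* (NT01SS3926) and *arsH* under repressed genes, while both were higher in SARS12 here, and its ratios match those here only as WT over SARS12 (0.125 and 0.202). *arsH* (2.06, adjusted p = 0.0224) was called with unadjusted p-values, an adjusted p of 0.05, the replicate block, WT of the same scan and, chosen after seeing the values, array weights.

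After arsenate the paper states that *rpaB* was lower in SARS12 than in WT. It was lower by the fold change (-1.52) but not called (adjusted p = 0.0137). It was called with unadjusted p-values, an adjusted p of 0.05, the replicate block, without WT arsenate replicate 1, with WT of the same scan and, chosen after seeing the values, with array weights. The paper places *isiA* and *nblA* among the genes higher in SARS12, and *psbA2* and *psbA3* too. Against WT after arsenate *isiA* (7.52, adjusted p = 0.0651), *nblA1* (2.05), *nblA2* (2.11), *psbA2* (2.66) and *psbA3* (2.16) were not called. With WT of the same scan, and with array weights, chosen after seeing the values, all 5 were called. *nblA1* and *nblA2* were also called without WT arsenate replicate 1 and with an adjusted p of 0.05, *psbA2* and *psbA3* with the replicate block, unadjusted p-values and an adjusted p of 0.05, and *nblA2* with unadjusted p-values. The paper states that the phycobilisome genes did not differ between the strains, and the set passed 0.05 here (median 0.47, adjusted p = 0.00572), but not with an estimated inter-gene correlation.

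The paper states that metal resistance genes were repressed in SARS12 against WT. All 4 of *nrsD*, *ziaA*, *corT* and *ctaA* were lower here, but *nrsD* (-2.19, adjusted p = 0.0389) and *corT* (-1.9, adjusted p = 0.0167) were not called. *nrsD* was called with an adjusted p of 0.05, without WT arsenate replicate 4 and, chosen after seeing the values, with array weights, and *corT* with unadjusted p-values, an adjusted p of 0.05, without WT arsenate replicate 2 and with WT of the same scan. The paper also states that genes for iron-sulfur cluster assembly were induced less in SARS12. Of 6 genes with such names, chosen after seeing the values and without slr1295, *sufS* (slr0077) was called lower in SARS12 (-3.67). The other 5 were 0.16 to 0.8 higher, none called. As a difference between responses slr0387 was called higher in SARS12 (1.74). These 6 genes are not the paper's own list, which was not tested here, and so do not decide its statement.

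The paper states that both treatments repressed phosphate transport genes. All 10 genes of the set were lower after both, but slr1248 of the pst-2 system was not called (-3.5, adjusted p = 0.104 after arsenite, and -3.25, adjusted p = 0.126 after arsenate). It was called after arsenite in scan 2 alone and after arsenate in scan 1 alone, both chosen after seeing the values.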

Other observations

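The comparisons of splits and by scan in this part were chosen only after the results had been seen, while the tests of each gene over all arrays and those with single arrays left out had been planned.

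Other splits of the WT arrays into groups of the same size were fitted in the same way. For arsenite against control the real split gave the most called targets of 35 (1 of 35), so that chance can be excluded if all 8 arrays are taken as exchangeable. The split that follows the scans gave 211. If the replicate numbers pair the cultures, only the 8 splits that part all pairs are comparable. The real one alone gave as many (1 of 8) and the others at most 4, but 8 splits are too few to exclude chance. For arsenate against low phosphate the same held, with 1 of 35 over all splits and 1 of 8 within pairs, and the split by scan gave 1. For low phosphate against control the real count was 0 by limma, with 142 targets at an unadjusted p under 0.05, so that 35 of 35 splits gave as many by construction and the comparison says nothing about chance. The highest count of another split was 71, in one that parts all pairs. With the groups parted by scan in a fit of all arrays, the same contrast called 40 targets in scan 1 and 227 in scan 2. The real count was also 0, with 112 at an unadjusted p under 0.05, for the difference between the WT responses to arsenate and arsenite, and 100 of 100 splits drawn gave as many by construction, which says nothing about chance either. Among those splits the highest other count was 743 and the median 0.

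Peroxiredoxin and glutaredoxin genes that the paper follows by northern blot were also on the arrays. *prxQ1* (slr0242) changed by -1.48 on the log2 scale after arsenite in WT (limma adjusted p = 0.053), from 6.62 ± 0.44 to 5.14 ± 1.99 (SD, n = 4). It was called without WT arsenite replicate 1 or 2. In scan 1 the change was 0.41 (adjusted p = 0.446) and in scan 2 it was -3.37 (adjusted p = 1.57e-06). The array names 2 targets *grxC*. slr1562 changed by 0.76 (adjusted p = 0.0422) and ssr2061 by 0.88 (adjusted p = 0.0509), with 1.40 and 1.79 in scan 2 and 0.12 and -0.03 in scan 1.

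SARSB after arsenite, hybridized in scan 1, differed from WT arsenite of its scan in 4 targets and from WT arsenate of its scan in 176.

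NT01SS1607, between *arsR* and *aqpZ* and called in SARSR, has no locus tag. The 2 targets that Table S5 of the paper lists beside those named in its text were NT01SS1607 and NT01SS1605 (1412098 to 1412262 on the minus strand), of which the latter changed by -1.61 here and was not called (adjusted p = 0.0893).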
